# Myelin-Derived Lipids Modulate Macrophage Activity by Liver X Receptor Activation

**DOI:** 10.1371/journal.pone.0044998

**Published:** 2012-09-12

**Authors:** Jeroen F. J. Bogie, Silke Timmermans, Vân Anh Huynh-Thu, Alexandre Irrthum, Hubert J. M. Smeets, Jan-Åke Gustafsson, Knut R. Steffensen, Monique Mulder, Piet Stinissen, Niels Hellings, Jerome J. A. Hendriks

## Abstract

Multiple sclerosis is a chronic, inflammatory, demyelinating disease of the central nervous system in which macrophages and microglia play a central role. Foamy macrophages and microglia, containing degenerated myelin, are abundantly found in active multiple sclerosis lesions. Recent studies have described an altered macrophage phenotype after myelin internalization. However, it is unclear by which mechanisms myelin affects the phenotype of macrophages and how this phenotype can influence lesion progression. Here we demonstrate, by using genome wide gene expression analysis, that myelin-phagocytosing macrophages have an enhanced expression of genes involved in migration, phagocytosis and inflammation. Interestingly, myelin internalization also induced the expression of genes involved in liver-X-receptor signaling and cholesterol efflux. In vitro validation shows that myelin-phagocytosing macrophages indeed have an increased capacity to dispose intracellular cholesterol. In addition, myelin suppresses the secretion of the pro-inflammatory mediator IL-6 by macrophages, which was mediated by activation of liver-X-receptor β. Our data show that myelin modulates the phenotype of macrophages by nuclear receptor activation, which may subsequently affect lesion progression in demyelinating diseases such as multiple sclerosis.

## Introduction

One of the pathological hallmarks of multiple sclerosis (MS) is loss of the nerve-insulating myelin sheath, which contributes to the myriad of symptoms observed in individuals with MS. Infiltrated macrophages and resident microglia are considered to be the primary effector cells in MS and its animal model, experimental autoimmune encephalomyelitis (EAE) [1]–[3]. Together with activated autoreactive lymphocytes they orchestrate the immunopathological processes causing demyelination and concomitant axonal degeneration [4]–[7]. In addition to the secretion of cytotoxic cytokines or soluble toxic mediators [8]–[13], microglia and infiltrated macrophages phagocytose and degrade myelin [14]–[22]. Although presumably detrimental when considering degeneration of intact myelin, clearance of myelin debris has also been reported to be a prerequisite for axonal remyelination [23]–[25].

Recently, macrophages, microglia and dendritic cells have been described to adopt an altered phenotype following myelin phagocytosis. Nonetheless, the effect myelin has on the inflammatory state of these cells remains controversial. Several studies have reported, for instance, a neuroinflammatory phenotype of macrophages and microglia after myelin internalization, characterized by an increased production of pro-inflammatory and toxic mediators [14]–[16], [20]. In contrast, other studies describe that monocyte-derived macrophages, peritoneal macrophages, microglia and dendritic cells obtain anti-inflammatory characteristics following internalization of myelin [17]–[19], [22], [26].

This study aims to determine the phenotype of myelin-phagocytosing macrophages (mye-macrophages) in a pro-inflammatory environment, similar to which they are exposed to in the parenchyme and perivascular spaces during active demyelination in MS [27]–[29]. Microarray analysis discovered 676 differentially regulated genes in mye-macrophages compared to control macrophages, both treated with IFNγ and IL-1β. Gene ontology and pathway mapping tools demonstrated an overrepresentation of genes in pathways involved in proliferation, chemotaxis, phagocytosis, inflammation, lipid metabolism and liver X receptor (LXR) signaling. Quantitative PCR validated that several genes involved in lipid metabolism and LXR signaling were differentially regulated in mye-macrophages. These alterations in gene expression have functional consequences as mye-macrophages showed an increased efflux of cholesterol. LXR activation has been described to increase the expression of genes involved in lipid metabolism and to suppress inflammation related genes in macrophages. We show that myelin suppresses the macrophage-mediated production of the pro-inflammatory mediator IL-6 by activating the liver X receptor β-isoform. These results indicate that myelin possesses functional ligands capable of activating LXRs, hereby affecting the phenotype of macrophages.

## Methods

### Animals

Wistar rats were purchased from Harlan Netherlands B.V. (Horst, The Netherlands). Wild-type, LXRα-KO, LXRβ-KO and LXRαβ-KO mice have been described previously [30]. Animals were housed in the animal facility of the Biomedical Research Institute of Hasselt University. Experiments were conducted in accordance with institutional guidelines and were approved by the ethical committee for animal experiments of Hasselt University.

### Myelin Isolation

Myelin was purified from rat and mouse brain tissue by means of density-gradient centrifugation, as described previously [31]. Myelin protein concentration was determined by using the BCA protein assay kit (Thermo Fisher Scientific, Erembodegem, Belgium). Endotoxin content was determined using the Chromogenic Limulus Amebocyte Lysate assay kit (Genscript Incorperation, Aachen, Germany). Isolated myelin contained a neglectable amount of endotoxin (≤1.8×10^−3^ pg/µg myelin).

### Cell Culture

Resident peritoneal macrophages were obtained by peritoneal lavage using ice-cold PBS (Lonza, Vervier, Belgium) supplemented with 5 mM EDTA (VWR, Leuven, Belgium). Peritoneal exudate cells were cultured for 2 hours in RPMI 1640 medium (Invitrogen, Merelbeke, Belgium). After a 2 hour incubation at 37°C with 5% CO_2_, non-adherent cells were washed away. Remaining cells were >95% macrophages [32].

For microarray analysis isolated macrophages were seeded in flat-bottom 12-well plates (1×10^6^ cells/ml) in RPMI 1640 medium supplemented with 50 U/ml streptomycin (Invitrogen), 50 U/ml streptomycin (Invitrogen) and 10% FCS (Hyclone, Erembodegem, Belgium), and treated with 100 µg/ml of isolated myelin (n = 5) or left untreated (n = 5). Following a three day culture, myelin was removed by washing twice with RPMI 1640 medium at 37°C. Subsequently, cells were treated with 100 ng/ml IFNγ and IL-1β (Preprotech, London, UK) for 9 hours. For validation experiments isolated macrophages were treated for 24 or 48 hours with 100 µg/ml of isolated myelin or 10 µM T0901317 (T09; Cayman Chemicals, Huissen, The Netherlands).

### RNA Isolation

Total RNA was prepared using the RNeasy mini kit (Qiagen, Venlo, The Netherlands), according to the manufacturer’s instructions. The RNA concentration and quality was determined with a NanoDrop spectrophotometer (Isogen Life Science, IJsselstein, The Netherlands).

### Microarray Analysis

RNA was labeled and hybridized to Affymetrix rat 230–2.0 GeneChips (Affymetrix, UK) containing 31000 probe sets which analyze the expression level of over 30000 transcripts and variants from over 28000 well-substantiated rat genes. Hybridized chips were stained, washed and scanned with GeneChip Scanner 3000. All steps were carried out according to the standard Affymetrix protocols.

Raw Affymetrix CEL files from five replicates for each condition were collected. Bioconductor packages running under the R platform were used to process raw data [33]. By using the affy package [34], raw data were pre-processed to obtain RMA expression values [35]. Variance-based non-specific filtering was performed using the genefilter package to remove 50% of the probe sets, corresponding to those exhibiting the smallest variations in expression across the samples. Filtered genes that are differentially expressed between the two conditions were identified using unpaired two-sample T test. All data are MIAME compliant and the raw data have been deposited in NCBI’s Gene Expression Omnibus [36], accessible through GEO series accession number GSE34811.

The Database for Annotation, Visualization and Integrated Discovery (DAVID, http://david.abcc.ncifcrf.gov/) was used to determine enriched molecular functions/biological processes (ease score <0.01) and KEGG-pathways (ease score <0.1) in both the up- and downregulated gene pool [37]. DAVID utilizes a modified Fisher’s exact test to measure the gene enrichment in annotation terms (EASE score). In parallel, gene-pools were analyzed through the use of Ingenuity Pathway Analysis (IPA, Ingenuity® Systems, www.ingenuity.com). Overrepresented biological functions and canonical pathways with a Fisher exact p-value of <0.02 were considered significant. Overlapping functional categories and related genes in the output of both pathway analysis tools were utilized for further functional characterization.

### Quantitative PCR

RNA was converted to cDNA using the reverse transcription system (Promega, Leuven, Belgium). In brief, RNA was supplemented with MgCl_2_ (25 mM), RTase buffer (10×), DNTP mixture (10 mM); RNasin (20–40 U/µl); AMV RTase (20 U/µl) Oligo(dt) 15 primer and nuclease free water. The reverse transcription reaction was performed on 42°C for 60 minutes, 95°C for 5 minutes, using the iCYCLER (Biorad Benchmark). Quantitative PCR was conducted on a 7500 fast detection system (Applied biosystems, Gaasbeek, Belgium) using universal cycling conditions (10 min 95°C, 40 cycles of 15 s at 95°C and 60 s at 60°C). The PCR reaction consisted of fast SYBR green master mix (Applied biosystems), 10 µM of forward and reverse primers, RNase free water and 12.5 ng template cDNA in a total reaction volume of 10 µl. PCR products were loaded on 1.5% agarose gels to confirm specificity of amplification and the absence of primer dimer formation. Relative quantification of gene expression was accomplished by using the comparative C_t_ method. Data were normalized to the most stable reference genes, as previously described [38], [39]. In our experimental setup, geNorm identified PGK1 and 18S as the most stable combination of reference genes with an identical M-value of 0.09 (data not shown). Additionally, by analyzing the pairwise variation value, V_n/n+1_, we demonstrated that in our data set two reference genes were sufficient for normalization, since inclusion of an additional reference gene increases the pairwise variation value (data not shown). Primers were chosen according to literature or designed using Primer-Express (http://www.ncbi.nlm.nih.gov/tools/primer-blast). Details of primers used are shown in table S1.

### Cholesterol Efflux Assay

Following isolation, macrophages were seeded in 24-well plates and incubated for 48 hours with 0.5 µCi/ml 1,2- [3H] cholesterol (GE Healthcare, UK). Next, cells were washed and treated with myelin or left untreated. Following 24 hours incubation, cells were washed with PBS, after which RPMI-1640 supplemented with penicillin/streptomycin and 50 µg/ml HDL (VWR) was added for 6 hours. Cholesterol efflux was analyzed using a β-plate liquid scintillation counter (Wallac, Turku, Finland). In addition, cholesterol efflux was determined using the Amplex Red Cholesterol Assay Kit (Invitrogen), according the manufacturer’s instructions.

### Nitrite Formation and IL-6 Production

Culture supernatants of rat or mouse macrophages treated for 24, 48 or 72 hours with 100 µg/ml myelin or 10 µM T09 were collected after 18 hour stimulation with 100 ng/ml LPS (Sigma-Aldrich, Bornem, Belgium) or 100 ng/ml IFNγ/IL-1β (Preprotech). Release of NO and IL-6 was determined using a griess reagent system (Promega) and an IL-6 ELISA (R&D systems, Abingdon, UK) respectively.

### Statistical Analysis

Data were statistically analyzed using GraphPad Prism for windows (version 4.03) and are reported as mean±SEM. D’Agostino and Pearson omnibus normality test was used to test normal distribution. An ANOVA or two-tailed unpaired student T-test (with Welch’s correction if necessary) was used for normally distributed data sets. The Kruskal-Wallis or Mann-Whitney analysis was used for data sets which did not pass normality. *P<0,05, **P<0,01 and ***P<0,001.

## Results

### Differentially Regulated Genes, Biological Processes and Pathways in Mye-macrophages

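Resident peritoneal macrophages of rats were cultured for 3 days with 100 µg/ml of myelin purified from brain, or without myelin, and both groups then received 100 ng/ml IFNγ and IL-1β for 9 hours. Each group holds 5 samples with 1 array per sample. The authors deposited log2 values of each probe set after RMA, which corrects the background, equalizes the distribution of the arrays and summarizes the probes. The median of these values is 2.34 or less per array, lower than RMA values usually lie, and the reason is not known, so a level is read here only against the other probe sets of these arrays. Probe sets were named by the array annotation, which gives 1 gene symbol to 20826 of the 31042 probe sets tested, or by the name the paper lists where the annotation gives none (probe sets of Rxra, Hipk2, Hsp90ab1, Fgf7, Eif5 and Cpeb2). The groups were compared with limma. P-values were adjusted by the Benjamini-Hochberg method over the 15521 probe sets with the larger interquartile range, 50% of those tested. This variance filter has the size of the one in the methods but not the same content. Of the 676 probe sets of Table S2 it keeps 606. Control macrophages and mye-macrophages with the same replicate number deviated together from the means of their groups (correlations of 0.404 to 0.791 over all probe sets), so limma was also fitted with the replicate number as a block, and samples with the same number are called a pair. A gene is called higher or lower where it reached an adjusted p under 0.05 in that blocked limma fit. Values given without 1 sample come from limma without the block. The other sample of the pair stays in, so these values also carry differences between replicate numbers. The gap between the 3 prime and the 5 prime control probe sets of beta-actin, a sign of RNA quality, was 3.30 ± 0.32 in mye-macrophages and 3.02 ± 0.30 in control macrophages (log2, mean ± SD, n = 5 each, two-sided exact permutation test, p = 0.190). Gene lists of pathways and cell types were fixed before the deposited values were examined, but not all are independent of these samples. Table S2, which was chosen on them, lists 13 of the 26 splicing and chromatin factors and 8 of the 23 immediate early genes. It lists none of the 17 PPAR targets and genes of fatty acid oxidation. In each list 1 probe set stands for a gene, the one with the highest mean signal among those the annotation names.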

The transcriptional events, associated with myelin phagocytosis by macrophages in a pro-inflammatory environment, were investigated using Affymetrix rat 230–2.0 GeneChips. Non-phagocytosing macrophages stimulated with IFNγ and IL-1β were used as control cells. The expression levels of individual genes were compared between groups using Bioconductor packages running under the R platform (see methods for details). 

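Apart from the myelin and lipid genes described further below, Tnfsf4, Notch1 and Fgl2 fell and Cd33, Pecr and Prps2 rose. Notch1, Fgl2 and Prps2 did not do so on all of their probe sets. Tnfsf4, a costimulatory ligand of the TNF family, fell by 1.06 on the log2 scale in mye-macrophages (standard error 0.08, adjusted p = 0.000877 from the blocked limma fit), and it was lower in 5 of 5 pairs. The receptor gene Notch1 fell by 0.80 (standard error 0.09), with -0.30 on another probe set, and Fgl2, which encodes a secreted fibrinogen-like protein, fell by 0.82, 0.74 and 0.47, with -0.43 on the probe set that did not pass. Also lower in mye-macrophages were the methyltransferase family gene Kmt2e (-0.79), the acetyltransferase gene Kat6a (-0.87), Lrrfip1 (-0.65), the membrane fusion gene Nsf (-0.46) and Fgd2 (-0.38). Further probe sets of these genes did not pass, with -0.22 and, on the brightest, -0.04 for Kat6a, -0.06, -0.26 (the brightest), -0.16 and -0.09 for Kmt2e, -0.20 (-0.11 without mye-macrophage replicate 2) and 0.01 for Lrrfip1, -0.33 and 0.01 for Nsf and -0.05 for Fgd2. Higher in mye-macrophages were Cd33, an inhibitory receptor of myeloid cells (0.54, standard error 0.09), Pecr, an enzyme of peroxisomal fatty acid chains (0.42), and Prps2, an enzyme of nucleotide synthesis (0.71, with 0.53 on a further probe set that passed and 0.21 on a dim one that did not). The adjusted p-values of these calls in the blocked limma fit lay between 0.000877 and 0.0467. On the first probe set given for Cd33, Pecr, Notch1, Kmt2e, Fgl2, Nsf, Lrrfip1 and Fgd2 every mye-macrophage sample lay on 1 side of every control sample (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 samples allow), and these genes were named because of it. Without the block, limma's adjusted p-values for the probe sets called here lay between 0.208 and 0.585.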

Differentially expressed genes, their p-values and fold changes are listed in table 1 (complete list in table S2). Employing the cutoffs described in the methods section, the expression of 676 genes was altered, from which 280 genes were upregulated and 396 were downregulated.

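More probe sets were lower than higher in mye-macrophages. In the blocked limma fit, 123 probe sets were higher and 295 were lower than in control macrophages at an adjusted p under 0.05, and 343 of these 418 probe sets stand for 309 named genes. With 1 probe set per gene the blocked limma fit called 110 genes higher and 147 lower, and at an unadjusted p under 0.05 without the block the direction turned, with 191 higher and 170 lower. Among the named genes called, Mobp, Mbp, Scd2 and Bcas1 had the largest rises. Washc4, Wasf2, a regulator of actin branching, the translation initiation gene Eif5 and Cpeb2 had the largest falls (-1.21 to -1.12 on the log2 scale), while the brightest Washc4 probe set had -0.04 and a dim one -0.01, and neither passed. Limma without the block called 0 probe sets at an adjusted p under 0.05 (smallest adjusted p = 0.0606), and 420 were higher and 612 lower at an unadjusted p under 0.05, where 776 of 15521 are expected by chance. The methods' t-test and its form with unequal variances also left 0 probe sets after adjustment, with 778 and 709 at an unadjusted p under 0.05, and a paired test on each probe set alone left 0. The 2 groups did not overlap in 114 of the filtered probe sets, where chance gives 0.794%, or 123. Both numbers expected by chance, 776 and 123, hold for independent samples. The samples here varied in pairs, so neither number is a firm baseline. The 15 other splits of samples that part all pairs gave 227 to 1286 probe sets at an unadjusted p under 0.05 without the block. The number called with the block fell to 31, 42, 72 and 38 without the pairs numbered 1, 2, 4 and 5, was 672 without pair 3, and was 128 without the variance filter and 16 with the beta-actin gap as a covariate. Without the block, 2 probe sets passed when control replicate 1 was left out and 1 when control replicate 4 was, and leaving out control replicate 4 raised the number at an unadjusted p under 0.05 to 1685.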

**Table 1:** Top 20 up- and downregulated genes in mye-macrophages.

Affy ID	Gene name	Gene symbol	FC	P value
*Upregulated genes*				
1368810_a_at	Myelin basic protein	MBP	9.12	0.001
1367668_a_at	Stearoyl-CoA desaturase (delta-9-desaturase)	Scd	4.02	0.027
1373098_at	Breast carcinoma amplified sequence 1	BCAS1	3.81	0.007
1368103_at	ATP-binding cassette, sub-family G, member 1	ABCG1	2.40	0.045
1375077_at	N/A	N/A	1.77	0.009
1376652_at	Complement component 1, q subcomponent	C1qa	1.75	0.039
1382153_at	C-type lectin, superfamily member 6	Clescf6	1.64	0.046
1398262_at	Phosphoribosyl pyrophosphate synthetase 2	Prps2	1.63	0.004
1391665_at	Fibroblast growth factor 7	Fgf7	1.53	0.009
1382431_at	ATP-binding cassette, sub-family A, member 1	ABCA1	1.52	0.023
1384534_at	GRAM domain containing 3	GRAMD3	1.48	0.038
1380245_at	N/A	N/A	1.45	0.024
1394673_at	Similar to Myeloid cell surface antigen CD33	LOC687856	1.44	0.002
1370423_at	Guanine nucleotide binding protein, alpha 15	GNA15	1.44	0.029
1373150_at	Catechol-O-methyltransferase domain containing 1	COMTD1	1.44	0.036
1375932_at	Phosphoribosyl pyrophosphate synthetase 2	Prps2	1.43	0.008
1372818_at	Collectin sub-family member 12	Colec12	1.41	0.043
1376155_at	Family with sequence similarity 151, member B	FAM151B	1.41	0.032
1374746_at	Ab1-152	LOC500877	1.41	0.008
1390987_at	N/A	N/A	1.40	0.021
*Downregulated genes*				
1392838_at	Similar to CG13957-PA	RGD1309995	0.47	0.016
1369067_at	Nuclear receptor subfamily 4, group A, member 3	Nr4a3	0.47	0.009
1398846_at	Eukaryotic translation initiation factor 5	EIF5	0.47	0.033
1394935_at	WAS protein family, member 2	Wasf2	0.48	0.019
1369481_at	Tumor necrosis factor superfamily, member 4	TNFSF4	0.49	0.042
1396225_at	Cytoplasmic polyadenylation binding protein 2	CPEB2	0.49	0.011
1376739_at	DEAD (Asp-Glu-Ala-Asp) box polypeptide 24	DDX24	0.51	0.008
1395154_at	Zinc finger CCCH type containing 13	ZC3H13	0.52	0.019
1380144_at	Mps One Binder kinase activator-like 1A/B (yeast)	MOBKL1A/B	0.53	0.015
1395923_at	Nipped-B homolog (Drosophila)	Nipbl	0.53	0.013
1395697_at	Enhancer of zeste homolog 2 (Drosophila)	Ezh2	0.54	0.029
1377151_at	N/A	N/A	0.54	0.011
1381809_at	Ankyrin repeat domain 11	Ankrd11	0.55	0.005
1387391_at	Cyclin-dependent kinase inhibitor 1A (p21, Cip1)	CDKN1A	0.55	0.038
1391701_at	MYST histone acetyltransferase 3	MYST3	0.55	0.013
1375453_at	Hypothetical protein LOC688211	LOC688211	0.56	0.006
1398217_at	Zinc finger and BTB domain containing 41	Zbtb41	0.56	0.033
1380446_at	Myeloid/lymphoid or mixed-lineage leukemia 10	Mllt10	0.56	0.005
1381993_at	Chloride intracellular channel 2	CLIC2	0.57	0.026
1374594_at	Similar to RIKEN cDNA 1600029D21	LOC363060	0.57	0.035

To investigate the biological interactions of the genes identified in our screen, differentially expressed genes were further analyzed using pathway analysis software. IPA was used to determine overrepresented biological functions and canonical pathways within the up- and downregulated genes. Respectively 7 and 15 overrepresented canonical pathways were identified in the up- and downregulated gene pool (table 2). Canonical pathways in the upregulated gene pool included: aminosugar metabolism (p = 0.0002, genes: GCK, HEXB, PDE7B, PDE7A, PDE8B and TULP2), peroxisome proliferator-activated receptor (PPAR) signaling (p = 0.004, genes: FOS, HSP90AB1, PDGFRB, RRAS2 and RXRα), complement system (p = 0.007, genes: C1QA, CFH and C8A), LXR/retinoid X receptor (RXR) activation (p = 0.009, genes: ABCG1, APOA1, RXRα and RXRγ) and cyclic adenosine monophosphate (cAMP) mediated signaling (p = 0.01, genes: CHRM1, HTR6, PDE7B, PDE7A, PDE8B, PKIA and TULP2). 

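Rras2, a small GTPase of the Ras family that the paper lists under PPAR signaling, was higher in mye-macrophages on both of its probe sets, by 0.48 and 0.42 on the log2 scale (standard errors 0.08 and 0.07, adjusted p = 0.0208 and 0.0222 from the blocked limma fit). Of the 17 genes of the upregulated pathways whose values could be reported, 4 were higher with the block, namely Abcg1, C1qa, Rxra and Rras2. The other 13 genes had log2 fold changes of 0.17 to 0.34 and did not pass (lowest adjusted p = 0.0996 from the blocked limma fit). Among them were the phosphodiesterase genes Pde7a (0.25), Pde7b (0.21) and Pde8b (0.26), which break down cyclic nucleotides, the complement component gene C8a (0.23) and the apolipoprotein gene Apoa1 (0.17). None of the 4 phosphodiesterase and Tulp2 probe sets behind aminosugar metabolism and none of the 7 genes of cAMP-mediated signaling passed the blocked limma fit, in which the lowest adjusted p among them was 0.108. For some of these genes another probe set points the other way, as for Fos, with 0.29 on the probe set the paper lists and -0.35 on a brighter one, and for Hsp90ab1, with 0.34 on the listed probe set, -0.50 on a brighter one and 0.03 on the brightest, and for Pde8b, with -0.04 on another. Of the 17 probe sets, 10 had a mean signal under the median of all values. The genes were chosen on these samples, so their direction is not independent evidence.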

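Several genes that the paper lists in downregulated pathways were lower in mye-macrophages, among them Ccnd2, which encodes cyclin D2, and Rps6ka5, the gene of a kinase downstream of growth factor signaling. Ccnd2 had a log2 fold change of -0.72 (standard error 0.10, adjusted p = 0.0132 from the blocked limma fit) and was lower in 5 of 5 pairs. Both probe sets of Rps6ka5 fell, by 0.74 and 0.62, and Pdpk1, the kinase gene upstream of Akt, fell by 0.59 on the listed probe set, with -0.01 on another. Of the 25 genes of p53, mTOR, cell cycle checkpoint, ciliary neurotrophic factor, RhoA and IL-8 signaling whose values could be reported, 10 were lower with the block at an adjusted p under 0.05 from limma, and 15 did not pass, with log2 fold changes from -0.73 to -0.21. Il6st, the signal-transducing subunit of the IL-6 receptor family, had -0.30 (adjusted p = 0.0908 from the blocked limma fit), and its other probe sets had -0.21 (-0.09 without mye-macrophage replicate 1), -0.24 and -0.13. The last of these had -0.03 without control replicate 1 and -0.23 without control replicate 3. Values of -0.73 for Hdac1 and -0.26 for Ccnb1 on the listed probe sets stood against -0.03 and 0.02 on other probe sets of the same genes. Without the block none of the 25 probe sets passed (limma adjusted p from 0.269 to 0.727). These genes, too, were chosen on the same samples.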

Overrepresented pathways in the downregulated gene pool included: p53 signaling (p = 0.0009, genes: CCND2, CDKN1A, HDAC1, HIPK2, MDM2, MED1 and PIK3C2A), mammalian target of rapamycin (mTOR) signaling (p = 0.005, genes: AKT1S1, EIF4A2, FNBP1, PDPK1, PIK3C2A, RPS6KA1, RPS6KA5 and STK11), cell cycle checkpoint regulation (p = 0.008, genes: CCNB1, CDKN1A, MDM2 and RPS6KA1), ciliary neurotrophic factor (CNTF) signaling (p = 0.01, genes: IL6ST, PIK3C2A, RPS6KA1 and RPS6KA5), ras homolog gene family member A (RhoA) signaling (p = 0.01, genes: ARHGAP5, GRLF1, MYLPF, PPP1R12A, RDX and ROCK2) and IL-8 signaling (p = 0.01, genes: ANGPT2, CCND2, FNBP1, GNAI2, IRAK1, PAK2, PIK3C2A and ROCK2). In concordance, IPA identified significantly overrepresented molecular and cellular functions related to these canonical pathways (table 2).

**Table 2:** Overrepresented canonical pathways and biological functions (IPA).

Downregulated gene pool	Upregulated gene pool
*Canonical pathways*	
p53 Signaling	Aminosugars Metabolism
mTOR Signaling	Thyroid Cancer Signaling
Growth Hormone Signaling	PPAR Signaling
Cell Cycle: G2/M DNA Damage Regulation	Relaxin Signaling
CNTF Signaling	Complement System
Nur77 Signaling in T Lymphocytes	LXR/RXR Activation
FLT3 Signaling in Hematopoietic Progenitor Cells	cAMP-mediated Signaling
RhoA Signaling	
Interleukin-8 Signaling	
Regulation of eIF4 and p70S6K Signaling	
ATM Signaling	
*Molecular and cellular functions*	
Cellular Development	Carbohydrate Metabolism
Gene Expression	Amino Acid Metabolism
Cell-To-Cell Signaling and Interaction	Cellular Compromise
Cellular Growth and Proliferation	Gene Expression
Cellular Function and Maintenance	Nucleic Acid Metabolism
Protein Synthesis	Small Molecule Biochemistry
Cell Morphology	Cell Cycle
Cell Cycle	Cell Signaling
Cellular Assembly and Organization	Lipid Metabolism
DNA Replication, Recombination, and Repair	Molecular Transport
Cellular Compromise	Antigen Presentation
Amino Acid Metabolism	Cell-To-Cell Signaling and Interaction
Post-Translational Modification	Cellular Assembly and Organization
Small Molecule Biochemistry	Cellular Growth and Proliferation
Cell Death	DNA Replication, Recombination, and Repair
Antigen Presentation	Cellular Development
Carbohydrate Metabolism	Cellular Function and Maintenance
Lipid Metabolism	Cell Morphology
Cell Signaling	Cell Death
Nucleic Acid Metabolism	
Cellular Movement	

For comparison, data were additionally analyzed with DAVID (table S3). Like IPA, DAVID identified genes functionally clustered in various categories of KEGG pathways, biological processes and molecular functions. Using the cutoffs described in the methods section, DAVID identified similar enriched pathways and biological processes as IPA.

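Transcripts of myelin genes had the largest rises on the arrays. Mbp, the gene of myelin basic protein, was higher by 3.37 on the log2 scale on the probe set that Table S2 lists (10.4-fold, standard error 0.22, adjusted p = 0.000877 from the blocked limma fit). Mobp, the gene of another structural myelin protein, was higher by 3.60 (standard error 0.31) and Bcas1, which oligodendrocytes express, by 1.76 (standard error 0.18), each in 5 of 5 pairs. Other probe sets of Mbp had log2 fold changes of -0.20 (on the brightest of them, and -0.03 without mye-macrophage replicate 1) and -0.04, and other probe sets of Mobp had 0.12 and 0.01. Control replicate 1 stood above the other control samples in Mbp (5.94 against at most 3.95), Mobp (3.44 against 1.34) and Bcas1 (2.25 against 1.78). Of 20 measured genes of oligodendrocytes and myelin, 2 rose with the block (Mobp and Bcas1), none fell and 18 did not pass; adjusted over the list alone, 3 rose, with Plekhb1 at 0.40, and Mobp and Bcas1 also rose without the block (limma, adjusted p = 0.000879 and 0.00373). Mbp enters this list with its brightest probe set, which did not pass. The list had a median log2 fold change of 0.07 (camera of limma, adjusted p = 0.00359), which was lost with an estimated correlation (adjusted p = 0.166), and its median was 0.04, 0.11 and 0.04 without control replicate 2, control replicate 4 and control replicate 5. The lists of astrocytes and of neurons did not shift (camera of limma, adjusted p = 0.747 and 0.209), with medians of 0.02 and 0.07. With 1 sample left out the astrocyte median ran from 0.0013 (without mye-macrophage replicate 5) to 0.05 (without control replicate 4). Of 9 astrocyte genes 1 rose, the glutamate transporter gene Slc1a3 (0.91, with 0.12 and 0.17 on probe sets that did not pass, and 0.49 without mye-macrophage replicate 4 and 0.59 without mye-macrophage replicate 1 on the first), and over the list alone Aldoc (0.47, and 0.26 without mye-macrophage replicate 1) rose as well and the gap junction gene Gja1 (-0.62) fell, while none of 12 neuronal genes passed. Over all filtered probe sets limma without the block gave an adjusted p of 0.208 for both Mbp and Mobp and 0.469 for Bcas1, and both Mbp and Mobp passed without control replicate 1 (limma, adjusted p = 0.0320 and 0.0483).

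**Figure D1:**
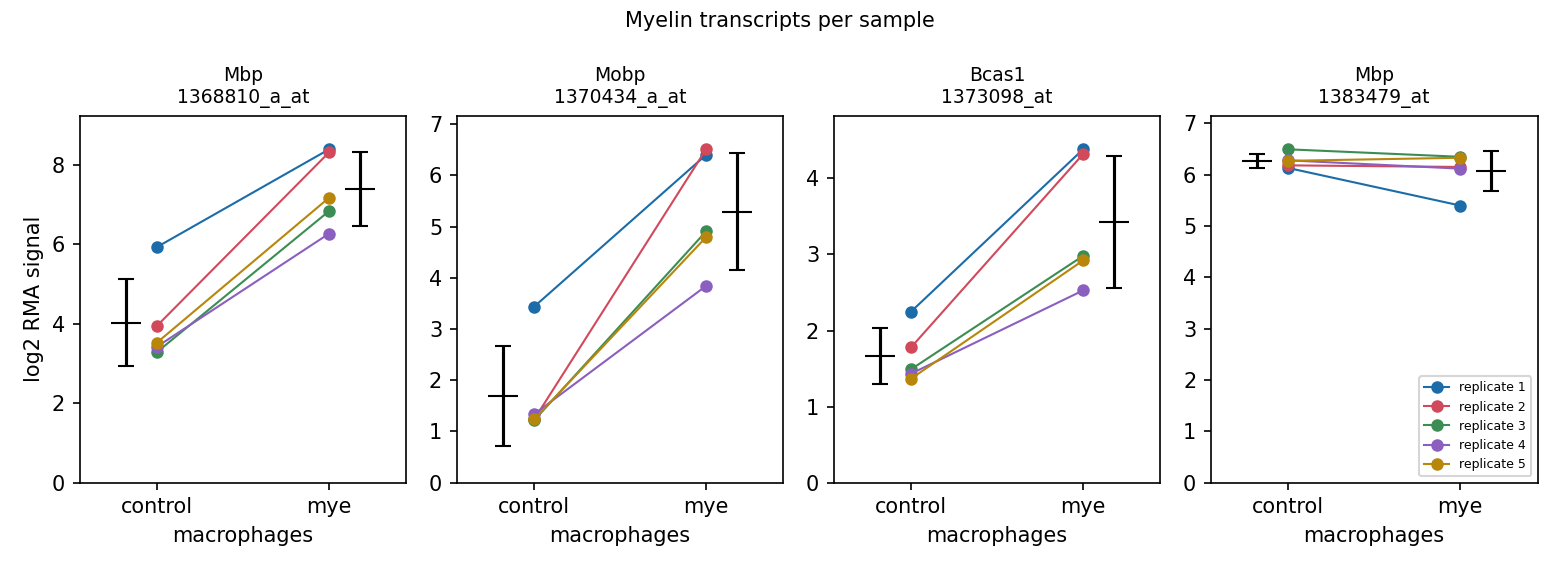
Log2 RMA signal of 3 probe sets that rose (Mbp, Mobp and Bcas1) and of the brightest Mbp probe set in control macrophages and mye-macrophages. Lines join samples with the same replicate number, bars give the mean ± SD of 5 samples, and control replicate 1 (blue) lies above the other controls in the first 3 panels.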

The 9-fold upregulation of myelin basic protein (MBP) was not due to RNA contamination of myelin, since added myelin contained a negligible amount of RNA (data not shown). Golli-MBP immunoreactivity has been reported in microglia and central nervous system (CNS) infiltrating macrophages in EAE affected animals [40].

### Quantitative PCR Validation of Differentially Expressed Genes

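Among lipid genes, 3 of 19 measured LXR targets rose in mye-macrophages, and no gene of the PPAR and fatty acid oxidation list or of the cholesterol synthesis list passed. With the block the LXR targets Abca1, Abcg1 and Scd2 rose, none fell and 16 did not pass; adjusted over the list alone 4 rose, the additional one being Lpcat3, a phospholipid remodeling enzyme gene (0.31, limma adjusted p = 0.0206, with a log2 fold change of 0.16 without control replicate 2). The median log2 fold change of the LXR targets was 0.13 (camera of limma, adjusted p = 0.00299; adjusted p = 0.166 with an estimated correlation), and without the 3 that Table S2 lists, which are not independent evidence, it was 0.10 and the list was not shifted (adjusted p = 0.151 from camera of limma). Of 17 PPAR targets and genes of fatty acid oxidation, 16 had log2 fold changes above 0 and none passed on its own, with or without the block in limma; the largest values were those of the scavenger receptor gene Cd36 (0.39, and -0.17 without mye-macrophage replicate 4 and 0.80 without control replicate 4), Angptl4 (0.37, and 0.15 without control replicate 2) and Acaa2 (0.25). This list had a median of 0.10 (camera of limma, adjusted p = 0.00715; adjusted p = 0.129 with an estimated correlation), and the median was 0.06 without mye-macrophage replicate 1. The 19 measured genes of cholesterol synthesis and other SREBP2 targets had a median of -0.05 (camera of limma, adjusted p = 0.112), none passed on its own, and Cyp51, an enzyme gene of the pathway, had -0.28 (-0.17 without mye-macrophage replicate 1). Without mye-macrophage replicate 4, control replicate 3 or control replicate 1 the same list shifted down (medians of -0.06, -0.09 and -0.08, lowest adjusted p = 0.00364 from camera of limma). Its median was also -0.11 without control replicate 2 and -0.03 without control replicate 5. Among 13 nuclear receptors of lipid sensing, with Rxra by its dim annotated probe set and not by the brighter one that the paper names, none passed with the block, the list did not shift (camera of limma, adjusted p = 0.747), and the LXR genes themselves had 0.16 (Nr1h3, LXRα, and 0.00 without control replicate 1) and -0.07 (Nr1h2, LXRβ; 0.14 on a dimmer probe set). The brighter Nr1h2 probe set had -0.15 without control replicate 4 and -0.03 without mye-macrophage replicate 1. Leaving out 1 sample breaks its pair, and Cd36, which turned in this way, was higher in 4 of 5 pairs.

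**Figure D2:**
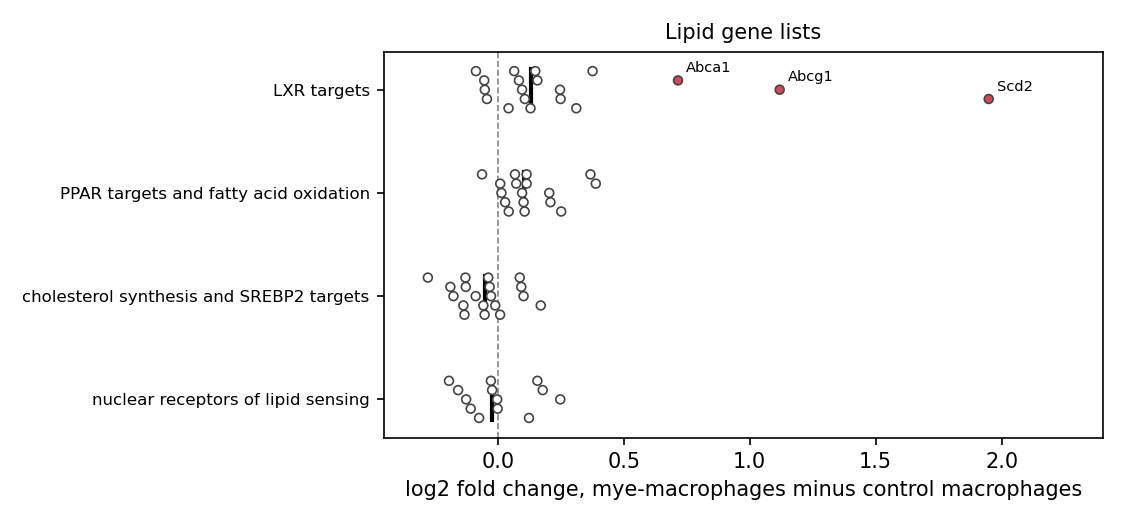
Log2 fold changes of the measured members of 4 lipid gene lists, 1 point per gene, with the median of each list as a black bar. Filled points passed an adjusted p of 0.05 in the blocked limma fit, and all 3 of them are LXR targets.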

The microarray data demonstrate that there is an overrepresentation of genes in processes like lipid-metabolism, LXR/PPAR signaling and cholesterol efflux in mye-macrophages. This suggests that myelin activates LXRs and/or PPARs in macrophages, hereby increasing the expression of response genes which are involved in lipid metabolism and cholesterol efflux. To confirm the capacity of myelin to act as an activator of LXR/PPAR signaling, expression of several LXR/PPAR regulated and related genes, like ATP-binding cassette transporter A1/G1 (ABCA1/ABCG1), RXRα/β/γ and stearyl-CoA desaturase 1/2 (SCD1/SCD2), was validated by means of qPCR (figure 1). All genes were found to be regulated in a similar manner as in the microarray analysis. 

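Scd2, a desaturase gene that LXR induces, showed the largest rise of the lipid genes. Its brightest probe set had a log2 fold change of 1.95 (3.86-fold, standard error 0.17, adjusted p = 0.00193 from the blocked limma fit) and was higher in 5 of 5 pairs. Its signal was 5.69 ± 1.12 in mye-macrophages and 3.74 ± 1.16 in control macrophages (log2 signal, mean ± SD, n = 5 each). The 3 further Scd2 probe sets had log2 fold changes of -0.08, 0.13 and 0.19 at levels near the floor of the arrays (0.81 to 0.97 in control macrophages), and none passed. Scd, the rat name of Scd1, had 0.07 at a similarly low level (1.19 in control macrophages) and did not pass; Table 1 of the paper lists the brightest Scd2 probe set under the name Scd. Apoe, an apolipoprotein gene and LXR target, had 0.38 and was higher in 5 of 5 pairs without passing (adjusted p = 0.148 from the blocked limma fit, with a log2 fold change of 0.19 without mye-macrophage replicate 4, fitted without the block). Without the block, limma gave Scd2 an adjusted p of 0.542. From the overrepresentation of lipid, LXR and PPAR genes on the arrays, the paper proposes that myelin activates LXRs, PPARs or both in macrophages and so raises the expression of their response genes.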

Findings were confirmed by additional qPCR experiments using independent samples (data not shown). These results demonstrate that myelin-derived lipids induce the expression of LXR/PPAR response genes.

**Figure 1:**
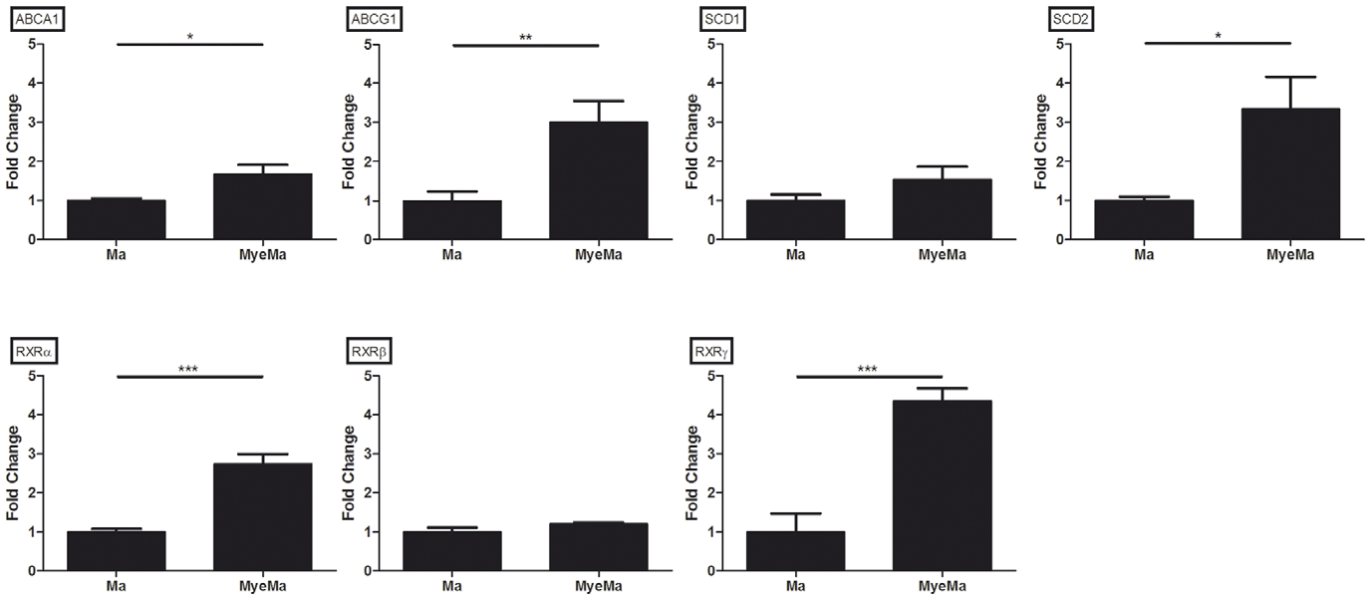
Quantitative PCR validation. Comparison of fold changes between IFNγ/IL1β-stimulated untreated (n = 5) and myelin treated macrophages (n = 5). Relative quantification of gene expression (SCD1/2, ABCA1/G1 and RXRα/β/γ) was accomplished by using the comparative C_t_ method. Data were normalized to the most stable reference genes, determined by Genorm (18S and PGK1).

### Mye-macrophages have an Increased Capacity to Dispose Intracellular Cholesterol

ATP-binding cassette transporter A1 and G1 (ABCA1/ABCG1) are pivotal in facilitating reverse cholesterol transport. They mediate the transfer of intracellular cholesterol and phospholipids to lipid-poor apolipoproteins and mature high-density lipoprotein (HDL) [41]–[45]. 

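Both transporter genes were higher in mye-macrophages. Abcg1 was higher by 1.12 on the log2 scale (2.17-fold, standard error 0.15, adjusted p = 0.0112 from the blocked limma fit). Abca1 was higher by 0.63 on the probe set the paper lists (1.55-fold, standard error 0.13, adjusted p = 0.0372 from the same fit). A further pair of Abca1 probe sets, at higher and lower signal, rose by 0.72 and 0.70, while the dimmest one had 0.16 (0.02 without mye-macrophage replicate 2 and 0.33 without mye-macrophage replicate 5) and did not pass. The other Abcg1 probe sets had 0.59 (0.21 without mye-macrophage replicate 2) and 0.24 and were higher in 5 of 5 pairs. The first of them did not pass, and the variance filter removed the second. On the listed Abca1 probe set the signal was 7.16 ± 0.26 in mye-macrophages and 6.53 ± 0.41 in control macrophages (log2 signal, mean ± SD, n = 5 each). Without the block, limma's adjusted p was 0.542 for this Abca1 probe set and 0.585 for Abcg1.

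**Figure D3:**
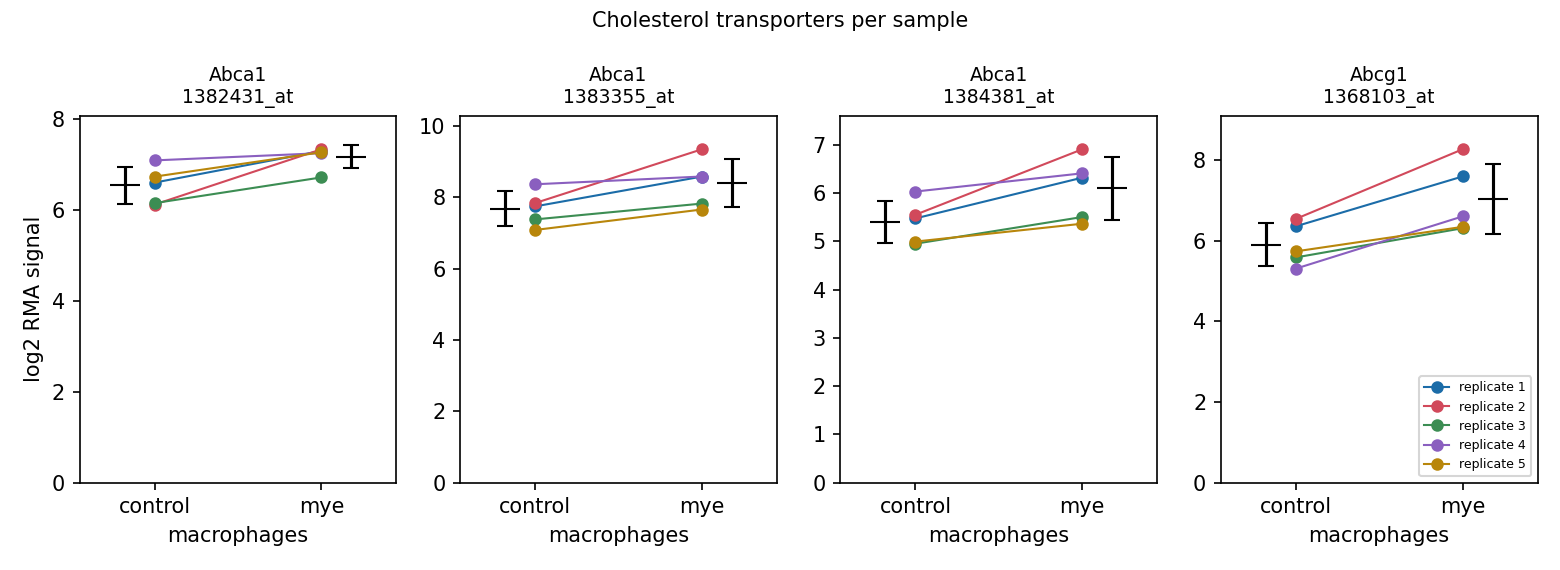
Log2 RMA signal of 3 Abca1 probe sets and 1 Abcg1 probe set in control macrophages and mye-macrophages. Lines join samples with the same replicate number, all of which rise from control to mye-macrophages, and bars give the mean ± SD of 5 samples.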

As mye-macrophages showed an increased expression of both transporters, we determined whether mye-macrophages are more potent in disposing intracellular cholesterol than control macrophages. As expected, mye-macrophages display an increased cholesterol efflux when HDL is used as an acceptor (figure 2). Similar results were obtained when using the Amplex Red Cholesterol Assay Kit, which measures both free cholesterol and cholesterylesters (data not shown). Collectively, these results show that the increased expression of genes involved in cholesterol metabolism has functional consequences, as mye-macrophages display an increased capacity to dispose intracellular cholesterol.

**Figure 2:**
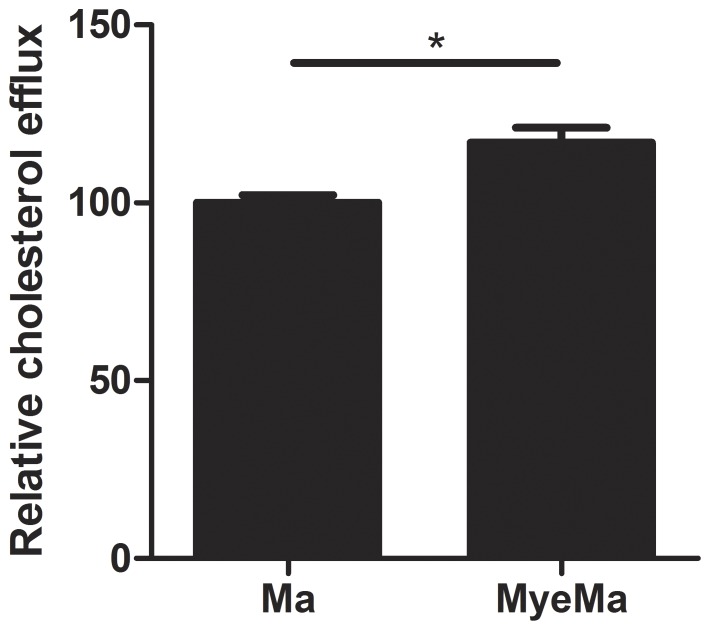
Mye-macrophages have an increased capacity to transfer intracellular cholesterol towards HDL. Macrophages were loaded for 48 hours with 1,2- [3H] cholesterol after which cells were treated with myelin for 24 hours or left untreated. HDL was used as cholesterol acceptor. The relative cholesterol efflux is defined as the amount of transported cholesterol in culture medium of mye-macrophages divided by values in control macrophage cultures. Data represent the mean of four independent experiments.

### Myelin Alters the Macrophage Phenotype by Activating the LXRβ Isoform

In addition to modulating cholesterol metabolism, LXRs have been described to negatively regulate macrophage inflammatory gene expression [46]–[50]. Since myelin is a rich source of cholesterol and cholesterol metabolites are natural ligands for LXRs, we evaluated whether myelin affects LXR response gene expression and the secretion of pro-inflammatory mediators in a similar manner as an LXR ligand. LXR response gene expression was determined after treatment with myelin or a synthetic LXR agonist (T0901317). We observed that myelin induced apolipoprotein E (ApoE), ABCA1 and ABCG1 expression in macrophages in a similar manner as T0901317 (figure 3a–c), suggesting that myelin contains ligands capable of activating the LXR pathway. To ascertain a myelin-mediated activation of LXRs, LXRα-, LXRβ- and LXRαβ-deficient mouse macrophages were treated with myelin after which ABCA1 gene expression was determined. Here we show that ABCA1 gene induction by myelin is reduced in LXRβ-deficient macrophages, while it is completely absent in LXRαβ-KO macrophages. These results indicate that myelin activates LXRs in macrophages.

**Figure 3:**
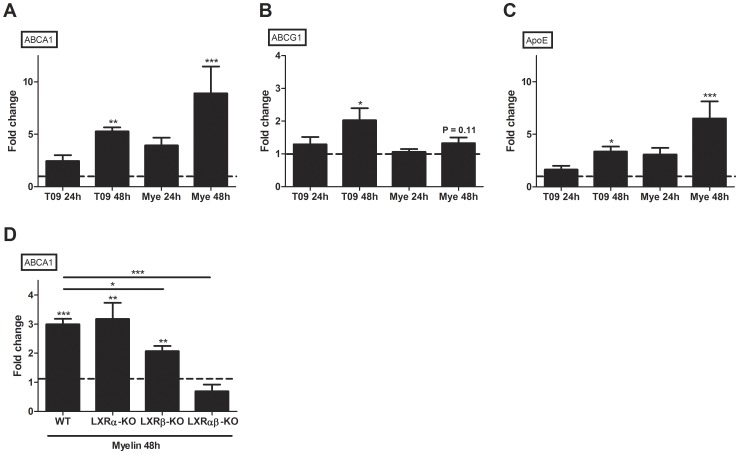
Myelin and T0901317 affect the expression of LXR response genes in a similar manner. (a–c) Comparison of fold changes of LXR response genes between untreated (dotted line) and myelin- or T0901317-treated macrophages. Macrophages were treated for 24 and 48 hours with 100 µg/ml myelin or 10 µM T0901317 after which expression of ApoE and ABCA1/G1 was determined. Relative quantification of gene expression was accomplished by using the comparative C_t_ method. Data were normalized to the most stable reference genes, determined by Genorm (18S and PGK-1). Data represent the mean of four independent experiments. (d) Comparison of fold changes of ABCA1 between untreated (dotted line) and myelin treated wild-type, LXRα-, LXRβ- and LXRαβ-deficient mouse macrophages. Macrophages were treated 48 hours with 100 µg/ml myelin. Data were normalized to the most stable reference genes, determined by Genorm (CycA and HMBS). Data represent the mean of four independent experiments. Mye; Myelin: T09; T0901317.

To further elucidate the role of LXRs we determined the influence of myelin and T0901317 on the secretion of inflammatory mediators by macrophages. Both T0901317 and myelin lowered the LPS or IFNγ/IL-1β induced production of NO and IL-6 to a similar extent (figure 4a–d). The reduction in NO and IL-6 production was not due to a reduced viability of myelin- or T0901317-treated macrophages (data not shown). To determine the role of both the LXRα and LXRβ isoform in the observed effects, LXRα-, LXRβ- and LXRαβ-deficient mouse macrophages were used. We observed that lack of LXRβ partially abolishes the myelin induced suppression of IL-6 secretion, which was not influenced by LXRα depletion (figure 4f). However, the reduction of NO production by myelin was not significantly affected in both LXRα-, LXRβ- and LXRαβ macrophages (figure 4e), indicating that besides LXRs other pathways are involved in the regulation of the macrophage phenotype after myelin phagocytosis. Collectively, these results indicate that myelin possesses functional ligands capable of activating LXRβ, hereby affecting the inflammatory state of macrophages.

**Figure 4:**
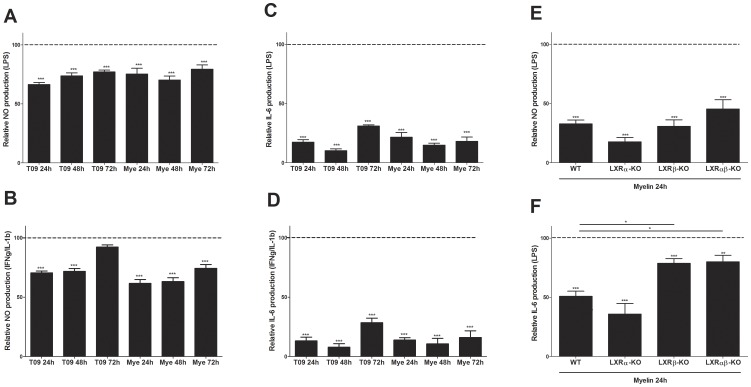
Myelin alters the macrophage phenotype by activating the LXRβ isoform. (a–d) Relative NO and IL-6 concentration in supernatants of IFNγ/IL-1β or LPS stimulated myelin- or T0901317-treated macrophages. The relative NO and IL-6 production is defined as the production of NO/IL-6 in experimental cultures divided by values in stimulated control cultures (dotted line). Data represent the mean of four independent experiments. (e, f) Relative NO and IL-6 concentration in supernatants of LPS stimulated myelin treated wild-type, LXRα-, LXRβ- and LXRαβ-deficient mouse macrophages. Macrophages were treated for 24 hours with myelin prior to stimulation with LPS. Data represent the mean of four independent experiments. Mye; Myelin: T09; T0901317.

## Discussion

To obtain insight into the influence of myelin internalization on the functional phenotype of macrophages and the mechanisms involved, the gene expression profile of mye-macrophages was assessed. Microarray analysis revealed that the expression of 676 genes differed significantly. Gene ontology mapping and pathway analysis identified several common enriched pathways related to lipid metabolism, LXR/PPAR signaling and cholesterol efflux.

In addition to the upregulation of pathways related to lipid metabolism, mye-macrophages showed an overrepresentation of downregulated genes in pathways involved in proliferation, like p53 signaling and cell cycle checkpoint regulation. 

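Of 19 measured genes of the p53 target list 3 fell in mye-macrophages, and Cdkn1a, the gene of the cell cycle inhibitor p21, was among them. Cdkn1a fell by 0.89 on the listed probe set (standard error 0.13, adjusted p = 0.0161 from the blocked limma fit) and by 0.43 on a brighter one. Mdm2, the ubiquitin ligase gene that p53 both induces and is degraded by, fell by 0.38 and 0.38 on its other probe sets and had -0.48 on the listed one, which did not pass (adjusted p = 0.0783, limma with the block). Phlda3, a p53 target that restrains Akt, fell by 0.78. Hipk2 is also in the list, although the paper describes it as a kinase that p53-dependent transcription needs and not as a target. It had -0.36 on the probe set the paper lists, which the annotation leaves unnamed. On the annotated one it had -0.12, which is the median of the list, and neither passed. The annotated one had -0.23 without control replicate 2 and -0.06 without control replicate 4. With the block no gene of the list rose and 16 did not pass. When adjusted over the list alone 6 fell, among them Sesn2, a stress response gene (-0.32, with 0.02 on another probe set). Without mye-macrophage replicate 4, limma without the block gave -0.44 for Phlda3, -0.24 for the brighter Cdkn1a probe set and -0.24 for an Mdm2 probe set that fell. The list had a median log2 fold change of -0.12 (camera of limma, adjusted p = 0.00970), a shift lost with an estimated correlation (adjusted p = 0.463), without control replicate 5 (adjusted p = 0.142, with the median at -0.13) and without the 3 members that Table S2 lists, which were chosen on these samples (adjusted p = 0.151, median of -0.09); the median was -0.21 without mye-macrophage replicate 2.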

The reduced expression of p53 target genes, such as MDM2 and CDKN1A (p21) [51]–[53], and HIPK2, a kinase important for p53-dependent gene transcription [54], [55], suggests that mye-macrophages have a reduced transcriptional activity of p53. Moreover, as p21 regulates cell cycle arrest, these results suggest that myelin has pro-proliferative effects on macrophages.

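Genes of DNA replication and mitosis did not shift as a group. Of 26 measured genes none passed on its own, with or without the block in limma, 18 had log2 fold changes above 0 and 8 below 0. Their median was 0.08 (camera of limma, adjusted p = 0.197), and 0.03 without control replicate 3. The mitotic kinase genes Ttk and Aurkb had 0.27 and 0.25 (the latter 0.13 without mye-macrophage replicate 1 and 0.39 without mye-macrophage replicate 2), and Tyms, an enzyme gene of thymidylate synthesis, had -0.39 (adjusted p = 0.0794 from the blocked limma fit, with a log2 fold change of -0.22 without control replicate 5, fitted without the block). Ccnb1, the gene of cyclin B, did not pass on either of its probe sets. Some of these signals were low. Ttk ran from 0.47 to 1.07 over the samples. In control macrophages Aurkb lay at 1.43 and the Ccnb1 probe sets at 1.71 and 1.30. All of these are under the median of all values (2.32), where real differences tend to read smaller, so these genes say little about proliferation.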

Chemotaxis plays a pivotal role in the recruitment of monocytes towards the CNS in MS and EAE. Moreover, the presence of myelin-antigen containing phagocytes in CNS draining lymph nodes in MS and EAE suggests that macrophages migrate to lymph nodes after myelin internalization [56], [57]. Microarray analysis showed that mye-macrophages exhibit an overrepresentation of downregulated genes in pathways like mTOR, IL-8 and RhoA signaling, suggesting an altered motility of macrophages after myelin ingestion [58]–[64]. These results are in line with a recent report showing an aberrant motility of myelin-containing macrophages [65].

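Wasf2, Ppp1r12a and Rdx fell in mye-macrophages, the last 2 not on their brightest probe sets. Wasf2, a WAVE protein gene of actin branching, fell by 1.19 on the log2 scale (standard error 0.16, adjusted p = 0.0114 from the blocked limma fit). Ppp1r12a, the targeting subunit of myosin phosphatase, fell by 0.74 and 0.57 on 2 probe sets, with -0.02 (the brightest) and -0.22 on the others, and Rdx, the gene of radixin, by 0.65 and 0.66, with -0.03, -0.24 (-0.14 without mye-macrophage replicate 2) and -0.04 (the brightest) on the others. In mTOR signaling, Pik3c2a fell by 0.43 (adjusted p = 0.0486 from the blocked limma fit; -0.16 on a probe set that the filter removed) and was the only member to pass without the block when adjusted over the list alone (limma, adjusted p = 0.0104). Of 19 measured members of mTOR signaling 2 fell with the block and of 27 of chemotaxis and motility 2 fell, none rose in either list, and the numbers were the same when adjusted over each list alone. The medians were -0.07 and -0.04 (camera of limma, adjusted p = 0.0113 and 0.0106), and with an estimated correlation neither list was shifted (adjusted p = 0.328 and 0.306). The shift of mTOR signaling was also lost without mye-macrophage replicate 1 (adjusted p = 0.107, median of -0.02) and, with the median at 0.0043, with the block and the beta-actin gap as a covariate, a setting chosen after seeing the data (adjusted p = 0.409), and the shift of chemotaxis and motility without control replicate 4 (adjusted p = 0.162, median of -0.02) or mye-macrophage replicate 2 (adjusted p = 0.121, median of -0.01), all from camera of limma. The median of mTOR signaling was also -0.02, -0.15, -0.12 and -0.03 without control replicate 2, control replicate 4, mye-macrophage replicate 2 and mye-macrophage replicate 4, and that of chemotaxis and motility -0.03 and -0.03 without control replicate 5 and mye-macrophage replicate 1. Table S2 lists 6 members of each list, which are not independent evidence, and without them neither list was shifted (medians of -0.04 and -0.01, camera of limma, adjusted p = 0.385 and 0.286).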

In addition to controlling chemotaxis, mTOR and RhoA signaling are reported to influence demyelination, by affecting complement receptor-mediated phagocytosis [59], [66]. Similarly, the upregulated expression of C1q in mye-macrophages may augment their phagocytic capacity [67], [68]. These results indicate that myelin uptake induces a positive feedback loop in macrophages, promoting myelin phagocytosis. Furthermore, alterations in mTOR, complement and cAMP-mediated signaling have been described to modulate the inflammatory properties of macrophages [69]–[73]. 

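Of the 3 genes that encode C1q, C1qa rose in mye-macrophages. C1qa was higher by 0.79 on the log2 scale (standard error 0.07, adjusted p = 0.00204 from the blocked limma fit), in 5 of 5 pairs. C1qb had 0.01 (standard error 0.08) at a low signal (2.23 in control macrophages), and C1qc had -0.27 (adjusted p = 0.981 and 0.109 from the same fit); adjusted over its list alone C1qc was lower (limma with the block, adjusted p = 0.0270, with a log2 fold change of -0.15 without mye-macrophage replicate 2). Trem2, a lipid-binding receptor of macrophages and microglia, rose by 0.75 and Colec12, a scavenger receptor gene, by 0.48, while the receptors of complement fragments C3ar1 and C5ar1 fell by 0.77 and 0.41. Of 25 measured genes of complement and phagocytosis, 3 rose with the block, 2 fell and 20 did not pass; over the list alone 3 rose and 4 fell, with the integrin gene Itgax (-0.24, and -0.08 without mye-macrophage replicate 3 and -0.38 without mye-macrophage replicate 2). The list did not shift to 1 side (median log2 fold change of 0.04, camera of limma, adjusted p = 0.610). With 1 sample left out its median ran from -0.03 (without control replicate 2) to 0.12 (without mye-macrophage replicate 2). None of these genes passed limma without the block (adjusted p = 0.585 for C1qa).

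**Figure D4:**
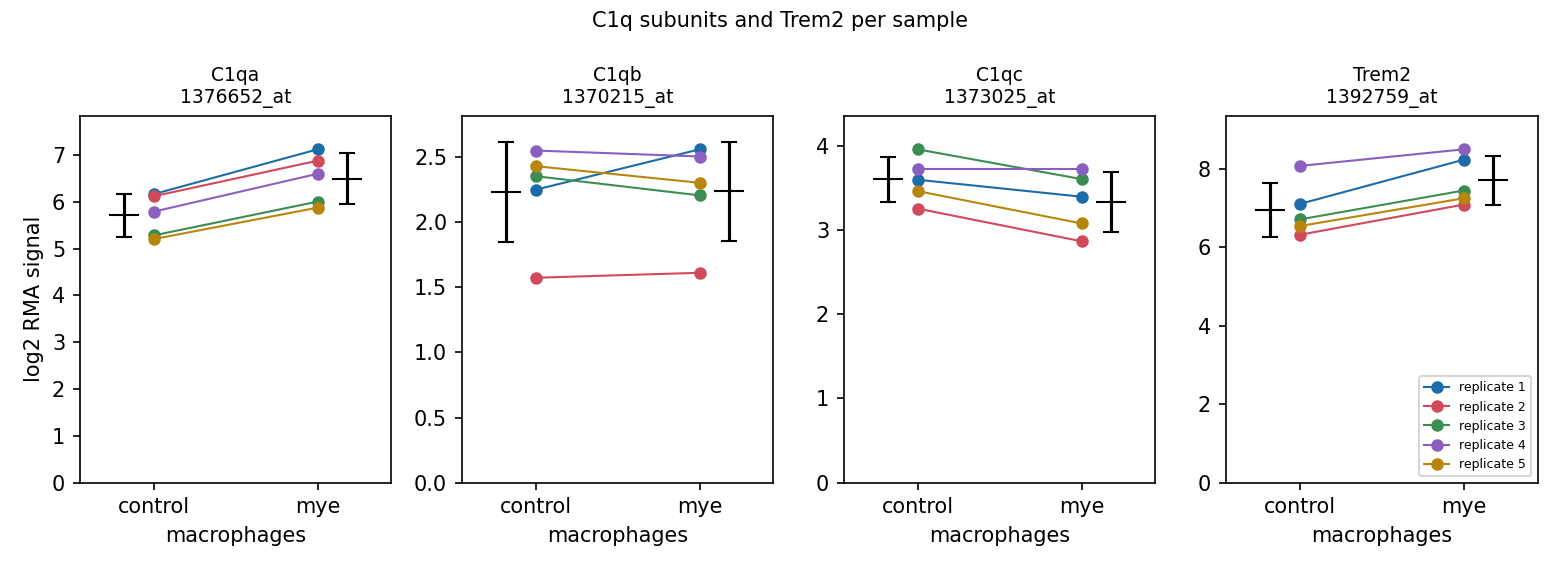
Log2 RMA signal of C1qa, C1qb, C1qc and Trem2 in control macrophages and mye-macrophages. Lines join samples with the same replicate number and bars give the mean ± SD of 5 samples; the lines of C1qa and Trem2 rise in 5 of 5 pairs.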

The latter indicates a complex regulatory network directing the specific phenotype of mye-macrophages.

Besides affecting cholesterol metabolism, the upregulated expression of GCK and HEXB, genes involved in the aminosugar metabolism pathway, indicates that sphingolipids and hexose structures are also actively metabolized after myelin internalization by macrophages [74], [75]. This is in correspondence with related differentially regulated (non-significant) pathways in the IPA analysis, like sphingolipid (p = 0.52), galactose (p = 0.11), sucrose (p = 0.19), fructose and mannose (p = 0.15) metabolism. 

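Of 30 measured lysosomal genes 2 rose in mye-macrophages, and of 20 genes of sphingolipid turnover 1 fell. Scarb2, a lysosomal membrane protein gene, rose by 0.42 on the log2 scale (standard error 0.07, adjusted p = 0.0232 from the blocked limma fit) and Atp6v1h, a subunit gene of the proton pump, by 0.35. With the block no lysosomal gene fell and 28 did not pass; adjusted over the list alone 6 rose, among them Neu1, a sialidase gene (0.28, and 0.18 without mye-macrophage replicate 4; 0.37 on another probe set, which passed), and Tcirg1, a further subunit gene of the pump (0.30). The list had a median of 0.06 (camera of limma, adjusted p = 0.00302, with medians of 0.03, 0.04 and 0.04 without control replicate 4, mye-macrophage replicate 2 and mye-macrophage replicate 5), and it was not shifted with an estimated correlation (adjusted p = 0.169) or without the 6 members that Table S2 lists, which were chosen on these samples (median of 0.03, adjusted p = 0.365). Of the genes of sphingolipid breakdown and synthesis none rose and 1 fell with the block, Sphk1, a kinase gene that makes sphingosine phosphate (-0.45, adjusted p = 0.0361 from the blocked limma fit, with a log2 fold change of -0.25 without mye-macrophage replicate 4, fitted without the block). Ugcg, the gene of glucosylceramide synthase, had -0.31 (-0.18 without control replicate 2) and Sgpl1, the gene of sphingosine phosphate lyase, 0.16 (0.05 without mye-macrophage replicate 2), and the list did not shift (median of -0.04, camera of limma, adjusted p = 0.209). The median of this list was -0.01 without control replicate 3, mye-macrophage replicate 1 or mye-macrophage replicate 2.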

Interestingly, sphingolipids are described to modulate inflammation and the functional phenotype of macrophages [76], [77], suggesting that the phenotype of mye-macrophages may also be affected via this pathway.

Intracellular lipid sensors like LXRs, which are activated by cholesterol derivates, have recently been described as key regulators of lipid metabolism and inflammation [78]–[80]. There are two LXR isoforms termed α and β with considerable sequence homology. Furthermore, they respond to the same endogenous ligands and activate almost identical target genes. However, an important distinction is their tissue distribution. LXRβ is ubiquitously expressed whereas LXRα is highly expressed in the liver and at somewhat lower levels in the adrenal glands, intestine, adipose tissue, macrophages, lung and kidney. Upon activation, LXRs form heterodimers with RXRs and promote transcriptional activation of response genes, like ABCA1, ABCG1 and SCD [81]–[83]. Both microarray analysis and qPCR demonstrated an increased expression of potential transcriptional partners of LXRs, e.g. RXRα and RXRγ. Additionally, ABCA1, ABCG1 and SCD2 were found to be upregulated in mye-macrophages. These results suggest that myelin acts as an LXR-RXR heterodimer-selective agonist.

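Rxra, the gene of RXRα, was higher in mye-macrophages on the probe set that the paper assigns to it by 0.31 on the log2 scale (1.24-fold, standard error 0.07, adjusted p = 0.0461 from the blocked limma fit; 0.542 without the block). The probe set that the annotation assigns to Rxra had 0.00 at a lower signal (2.83 against 6.69 in control macrophages). Rxrg, the gene of RXRγ, had 0.18 and 0.05 on its probe sets, at 0.98 and 0.86 in control macrophages, below the median of the arrays. The variance filter used here, not that of the paper, removed the first of these, which the paper lists. The second did not pass. Rxrb, the gene of RXRβ, had -0.16 and was higher in 1 of 5 pairs (adjusted p = 0.297 from the blocked limma fit); without the block it had -0.03 without control replicate 2 and -0.26 without mye-macrophage replicate 2.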

ABCA1 and ABCG1 promote the efflux of cholesterol to respectively APO-AI and HDL. By disposing cellular lipids they prevent lipid accumulation and the concomitant induction of apoptosis and inflammatory responses [84]. In this report we show that mye-macrophages have an increased efflux of cholesterol to HDL. These results demonstrate that the upregulation of genes involved in cholesterol efflux is functional and suggest that mye-macrophages protect themselves from the pro-apoptotic and pro-inflammatory effects of intracellular lipid accumulation by promoting cholesterol efflux.

As mentioned earlier, LXRs are cholesterol sensors controlling intracellular and systemic cholesterol homeostasis [85], [86]. However, apart from regulating cholesterol metabolism, they inhibit inflammatory gene expression in macrophages [46]–[50]. As 25% of the lipid content in myelin consists of cholesterol, it is likely that myelin-rich macrophages and microglia in neurodegenerative, demyelinating disorders like MS, display a phenotype which is in part dictated by a myelin-mediated activation of LXRs [87]. In this study we demonstrate that myelin contains ligands capable of activating LXRβ, hereby affecting the expression of LXR response genes like ABCA1 and the secretion of inflammatory mediators like IL-6. Interestingly, LXR activation has been demonstrated to ameliorate EAE by modulating T cell polarization [88]–[90]. Moreover, an increased expression of LXRβ in peripheral blood mononuclear cells in MS patients was described to counteract T cell proliferation [91]. Our finding that myelin activates LXRs suggests an additional role of these receptors in naturally occurring regulatory mechanisms in macrophages during demyelination. Future studies should determine whether, besides LXR activation, other pathways that modulate the phenotype of macrophages are activated by lipids or proteins present in myelin.

To date, despite the abundance of lipids in myelin, most studies have mainly focused on the role of myelin proteins in demyelinating diseases. Our data indicate a role for myelin-derived lipids in modulating the metabolic and inflammatory response in macrophages during demyelination. Although mye-macrophages have a decreased secretion of NO and IL-6, the microarray did not point towards a typical M2 phenotype. These results are in line with a recent report showing that macrophages treated with oxidized phospholipids, so called mox-macrophages, adopt a novel phenotype that differs from conventional M1 and M2 phenotypes [92]. 

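Genes of alternative activation went both ways in mye-macrophages. Mrc1, the mannose receptor gene, rose by 0.71 on the log2 scale (standard error 0.12, adjusted p = 0.0265 from the blocked limma fit), and the chemokine gene Ccl22 fell by 0.73 (standard error 0.16). Of 16 measured M2 markers 1 rose with the block, 1 fell and 14 did not pass; over the list alone 2 rose, with Tgm2 (0.22), and 5 fell, with the anti-inflammatory cytokine gene Il10 (-0.38), Ccl24 (-0.71), Il4r (-0.22) and Stat6 (-0.33). The list did not shift to 1 side (median log2 fold change of -0.04, camera of limma, adjusted p = 0.197), but it shifted down without control replicate 2 or mye-macrophage replicate 4 (medians of -0.13 and -0.17, lowest adjusted p = 0.00364). Its median was 0.10 without control replicate 4 and 0.03 without the member that Table S2 lists. Nos2, which encodes the inducible nitric oxide synthase, had 0.08 and was removed by the variance filter. Without the block, limma's adjusted p was 0.935 for Mrc1 and 0.887 for Ccl22, and leaving out 1 sample, which breaks its pair, moved Mrc1 to between 0.10 without mye-macrophage replicate 4 and 1.24 without control replicate 4, Ccl22 to between -1.13 without control replicate 2 and -0.46 without control replicate 4, Il10 to between -0.61 without mye-macrophage replicate 4 and -0.10 without control replicate 4, Ccl24 to -0.40 without mye-macrophage replicate 5 and Tgm2 to 0.13 without mye-macrophage replicate 1; Mrc1 was higher and Ccl22 lower in 5 of 5 pairs.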

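Nrf2 drives the genes that mark mox-macrophages, and no measured target of Nrf2 rose in mye-macrophages. Nqo1, a quinone reductase gene, fell by 0.46 on the log2 scale (standard error 0.10, adjusted p = 0.0405 from the blocked limma fit; 0.674 without the block). Of 14 measured targets 1 fell with the block, none rose and 13 did not pass, also when adjusted over the list alone. The glutathione genes Gclm and Gsr had 0.21 and -0.27 (0.11 and -0.13 without mye-macrophage replicate 1), and Txnrd1, a thioredoxin reductase gene, had -0.21 (-0.14 without control replicate 2). The median of the list was -0.07 (camera of limma, adjusted p = 0.112, and 0.0416 without mye-macrophage replicate 4, where the list shifted down with a median of -0.08). Without mye-macrophage replicate 1 the median was -0.04.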

Although both mye- and mox-macrophages induce pathways involved in chemotaxis and phagocytosis, other characteristic genes in mox-macrophages were not differentially expressed in mye-macrophages. The latter indicates that mye-macrophages obtain a specific phenotype, divergent from M1, M2 and mox-macrophages. Future studies are required to elucidate the importance of lipid metabolism in directing the macrophage phenotype and function, and thereby the influence of lipids in MS lesion pathology.

## Supporting Information

Table S1 **Quantitative PCR primer sequences.**
(DOCX) Click here for additional data file.

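Table S2 gives, for each probe set, a fold change of mye-macrophages over control macrophages and the p of an unpaired test, and values under 1 stand for lower expression. All 676 probe sets have the same direction in the deposited values, and 606 of them are among those that the variance filter keeps here. The difference between the log2 of the listed fold and the log2 fold change computed here has a median size of 0.01. The genes it lists changed by small amounts, with a median log2 fold change of 0.27 among those higher and -0.39 among those lower. With the replicate number as a block, 47 higher and 148 lower probe sets of the table reached an adjusted p under 0.05 in limma, and none did without the block. A further 76 higher and 147 lower probe sets that passed with the block are not in the table, among them those of Il6 and Trem2.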

Table S2 **Up- and downregulated genes in mye-macrophages.**
(DOCX) Click here for additional data file.

Table S3 **Overrepresented KEGG pathways and biological functions (DAVID).**
(DOCX) Click here for additional data file.

# Supplementary material for: Myelin-Derived Lipids Modulate Macrophage Activity by Liver X Receptor Activation
**Source:** PLoS One. 2012 Sep 12;7(9):e44998. doi: 10.1371/journal.pone.0044998
**Supplement:** Table S1 — Quantitative PCR primer sequences.

**Table S1: Quantitative PCR primer sequences .**

| Gene symbol | Gene name | Forward and reverse primer |
| --- | --- | --- |
| Internal controls | |  |
| GAPDH  18S  CycA  ActB | Glyceraldehyde-3-phosphate dehydrogenase  18S subunit ribosomal RNA  Cyclophilin A  Beta actin | F: ACCACAGTCCATGCCATCAC  R: TCCACCACCCTGTTGCTGTA  F: ACGGACCAGAGCGAAAGCAT  R: TGTCAATCCTGTCCGTGTCC  F: TATCTGCACTGCCAAGACTGAGTG  R: CTTCTTGCTGGTCTTGCCATTCC  F: TGTCACCAACTGGGACGATA  R: GGGGTGTTGAAGGTCTCAAA |
| YWHAZ | Tyrosine 3-monooxygenase/tryptophan  5-monooxygenase activation | F: GATGAAGCCATTGCTGAACTTG  R: GTCTCCTTGGGTATCCGATGTC |
| Tbp  Rpl13A  HMBS  Pgk1 | TATA box binding protein  Ribosomal protein L13A  Hydroxymethyl-bilane synthase  Phosphoglycerate kinase 1 | F: TGGGATTGTACCACAGCTCCA  R: CTCATGATGACTGCAGCAAACC  F: GGATCCCTCCACCCTATGACA  R: CTGGTACTTCCACCCGACCTC  F: TCCTGGCTTTACCATTGGAG  R: TGAATTCCAGGTGAGGGAAC  F: ATGCAAAGACTGGCCAAG  R: AGCCACAGCCTCAGCATATTTC |
| *Other genes* |  |  |
| RXRα  RXRβ  RXRγ  ABCA1  ABCG1  SCD1  SCD2  ApoE | Retinoid X receptor α  Retinoid X receptor β  Retinoid X receptor γ  ATP-binding cassette, sub-family A, member 1  ATP-binding cassette, sub-family G, member 1  Stearoyl-CoA desaturase 1  Stearoyl-CoA desaturase 2  Apolipoprotein E | F: ACATGCAGATGGACAAGACG  R: GGGTTTGAGAGCCCCTTAGA  F: GAAGCTCAGGCAAGCACTATGG  R: TCTCGGCATGAGTAGGTCAGGT  F: GATGGACAGTCATCCCAGCTA  R: GACCACATTGAGCTGAGAGC  F: CCCAGAGCAAAAAGCGACTC  R: GGTCATCATCACTTTGGTCCTTG  F: CAAGACCCTTTTGAAAGGGATCTC  R: GCCAGAATATTCATGAGTGTGGAC  F: GATATCCACGACCCCAGCTA  R: CCCAGGGCACTGATAAGGTA  F: CCAGAGCGTACCAGCTTTTC  R: TTACCCACTTCGCAAGCTCT  F: ACTGGGTCGCTTTTGGGATT  R: CTCCTCCTGCACCTGCTCA |
|  |  |  |

# Supplementary material for: Myelin-Derived Lipids Modulate Macrophage Activity by Liver X Receptor Activation
**Source:** PLoS One. 2012 Sep 12;7(9):e44998. doi: 10.1371/journal.pone.0044998
**Supplement:** Table S2 — Up- and downregulated genes in mye-macrophages.

**Table S2: Up- and downregulated genes in mye-macrophages.**

# Supplementary material for: Myelin-Derived Lipids Modulate Macrophage Activity by Liver X Receptor Activation
**Source:** PLoS One. 2012 Sep 12;7(9):e44998. doi: 10.1371/journal.pone.0044998
**Supplement:** Table S3 — Overrepresented KEGG pathways and biological functions (DAVID).

**Table S3: Overrepresented KEGG pathways and biological functions (DAVID).**

| Downregulated gene pool | Upregulated gene pool |
| --- | --- |
| *KEGG Pathways* |  |
| p53 Signaling pathway  Focal adhesion  Axon guidance  Leukocyte transendothelial migration  Regulation of actin cytoskeleton  MAPK signaling pathway  Wnt signaling pathway  Prion diseases  *Biological processes and molecular functions*  Negative regulation of macromolecule biosynthetic process  Negative regulation of biosynthetic process  Negative regulation of cellular biosynthetic process  Negative regulation of macromolecule metabolic process  Regulation of transcription  Transcription  Negative regulation of transcription  Negative regulation of gene expression  Negative regulation of nucleo-base, -side, -tide and nucleic acid metabolic process  Negative regulation of nitrogen compound metabolic process  Tissue morphogenesis  Positive regulation of transcription  Postive regulation of gene expression  *Top 13 out of 96* | Lysosome Thyroid Cancer Signaling  Calcium signaling pathway  Thyroid cancer  Complement and coagulation cascades  PPAR signaling pathway  g  Intracellular signaling cascade  Transmission of nerve impulse  Sugar binding  Chemical homeostasis  Tissue morphogenesis  Positive regulation of biosynthetic process  Neurotransmitter transport  Reverse cholesterol transport  Carbohydrate binding  Epithelium development  Generation of a signal involved in cell-cell signaling  Phagocytosis |

How the deposited data were processed for this re-analysis (not part of the article)

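The series holds 10 Affymetrix rat genome arrays, 5 of control macrophages and 5 of mye-macrophages, and all of them were used. Both groups are resident peritoneal macrophages of rats stimulated with 100 ng/ml IFNγ and IL-1β for 9 hours, after 3 days with or without 100 µg/ml myelin. The authors deposited RMA values on the log2 scale, made with the affy package, with no probe set removed. The values lie between -0.04 and 13.09, and the low medians of the arrays were not explained by the labels or the paper's text; that the scale is log2 was tested against the folds of Table S2. The 57 Affymetrix control probe sets were left out of all fits, and 31042 probe sets were tested. For arrays the number of samples limits the precision, and the labels do not say whether the samples of a group came from separate animals.

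The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes fitted on all tested probe sets), and p-values were adjusted by the Benjamini-Hochberg method over the 50% of probe sets with the larger interquartile range over the 10 arrays, with a threshold of 0.05. The numbers of the labels pair the samples: the deviations from the group means correlated at 0.404 or more for every pair of samples with the same number, over the threshold of 0.1 set for this check, at most at 0.279 across numbers, and every sample correlated best with its own number. The labels and the paper's text do not say what the numbers stand for, so the pairing comes from the labels' numbers and the values. The fit without the block was set as the first one because the methods name an unpaired test, and the fit with the replicate number as a block was set as an alternative; calls of single genes in the text are those of the blocked fit. Gene lists were tested with camera of limma (inter-gene correlation preset to 0.01, adjusted over the 25 lists) on 1 probe set per gene, the one with the highest mean, and also with an estimated correlation and with fry, which tests whether the genes of a list move at all and not whether they move against other genes. Exact permutation tests and the other checks were run in Python 3.11 with SciPy 1.17.1. Data were simulated with the same design, with 200 probe sets changed. The blocked fit recovered 74.6% of those changed 1.5-fold, 92.5% at 2-fold and 100% at 4-fold, with 9 false calls among 187. The fit without the block recovered 29.9%, 74.6% and 98.5% with 0 false calls among 135. Changes under 1.5-fold (log2 0.58) were not simulated. The median log2 fold changes of Table S2 (0.27 and -0.39) are smaller, so these shares do not carry over to them.

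Genes that could be named were chosen by a rule: every gene that the paper names from its arrays or measured by qPCR, the probe sets with the largest rises and falls past the threshold (filled up with the lowest p among those whose groups did not overlap, since none passed without the block), and up to 4 members of each list. With the genes outside the rule this gave 295 probe sets, and the text gives values for 178 of them. Some genes of Table 1, such as Nr4a3, Ddx24 and Clec4a, are therefore not given. The values of Table 1 and Table S2 had been seen when the rule was written. Lpcat3, C5ar1, Itgax, Tgm2, Il4r, Stat6, Cxcl1, Dusp1 and Ier5 lie outside the rule and were named after their values were seen, to give the members of short counts. A gene that the paper lists takes the probe set that the paper lists, and in the gene lists the one with the highest mean, and other probe sets are given where they differ in direction or call. Probe sets with several gene symbols were not named, and some genes of the paper's pathways are not given because their values could not be reported. The lists were LXR targets, cholesterol synthesis and SREBP2 targets, PPAR targets and fatty acid oxidation, nuclear receptors of lipid sensing, lysosome, sphingolipid breakdown and synthesis, pro-inflammatory mediators, interferon-stimulated genes, antigen presentation and costimulation, M2 markers, Nrf2 targets, complement and phagocytosis, chemotaxis and motility, mTOR signaling, p53 targets, proliferation, immediate early genes, splicing and chromatin factors, ribosomal proteins, oligodendrocytes and myelin, astrocytes, neurons, T, B and NK cells, granulocytes and mast cells, and mesothelial cells and fibroblasts. Alternatives covered the test, the block, scaling between arrays, array weights, the variance prior, the filter, the probe set per gene, the correlation in the list test, the members in Table S2 and each sample left out (in the fit without the block, since this breaks a pair), and further ones for the blocked fit were chosen after seeing the data.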

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

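The tests of the myelin transcripts and of the several probe sets per gene in the splicing list were chosen after their results had been seen, and the test on RNA quality was added after seeing the data but its outcome for each case was written down before its own result was seen. Mbp, Mobp and Bcas1 were higher in mye-macrophages, and RNA carried over with the added myelin is a candidate explanation, against which the paper states that the added myelin contained a negligible amount of RNA, with data not shown. Over the 5 mye-macrophage samples the larger SD of Mbp minus Mobp and Mbp minus Bcas1 was 0.300 of the SD of Mbp, so the transcripts kept close to 1 ratio, but brain cells in the myelin or induction that follows uptake would keep it too, and this favors none of them. Against brain cells in the myelin stands that the other 38 measured genes of oligodendrocytes, astrocytes and neurons had a median log2 fold change of 0.044 (SD 0.22), but 4 of 4 other probe sets of Mbp and Mobp stayed within 0.5 of no change as well, so a quiet probe set does not show that the transcript was not there. Expression induced in the macrophages, the biological explanation, stays open too: control replicate 1, to which no myelin is stated to have been added, had 2.10 more log2 signal of Mobp than the next control sample, which leaves the treated samples undecided. Carried-over RNA, brain cells and induction cannot be told apart with these arrays, because myelin was added in 1 group only and its RNA was not measured on an array.

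Splicing and chromatin factors of the nucleus, which the paper does not discuss, had a median log2 fold change of -0.0435 over 26 genes (camera of limma, adjusted p = 0.00755; adjusted p = 0.513 with an estimated correlation), and 1 fell with the block, the cohesin loader gene Nipbl (-0.48, -0.89 on the probe set of Table 1, and -0.10 and -0.05 on others that did not pass), with Ankrd11, Srrm2 and Ezh2 among 4 over the list alone. The shift was lost without control replicate 2 (adjusted p = 0.275, median of -0.0044), without control replicate 5 (adjusted p = 0.108, median of -0.04) and without the 13 members that Table S2 lists (adjusted p = 0.443, median of -0.04), and the median was also -0.08, -0.07, -0.07 and -0.02 without control replicate 1, control replicate 4, mye-macrophage replicate 1 and mye-macrophage replicate 4. With the block and the beta-actin gap as a covariate the median was -0.074 (camera of limma, adjusted p = 0.00587) and did not shrink. That p-value rests on the preset correlation, and 1 control gene does not stand for the RNA quality of every transcript. The same covariate cut the probe sets called with the block from 418 to 16, with fewer degrees of freedom. A difference in RNA quality is therefore left undecided as a cause. For dim probe sets of long transcripts that read apart from the main probe set as an explanation no test decides: over 21 genes with several probe sets the other probe sets less the one with the highest mean had a median of -0.24, and they fell further in 18 of these genes (exact sign test, p = 0.00149), but the shift of the list rests on the probe sets with the highest mean alone, which the others do not enter. Whether myelin itself lowers these transcripts was not tested apart from these explanations.

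Other lists outside those the paper discusses that shifted were immediate early genes (median log2 fold change of -0.21), ribosomal proteins (0.11) and oligodendrocytes and myelin (0.0655), and with an estimated correlation none of these did (camera of limma, adjusted p = 0.129, 0.463 and 0.166). Of 360 groups of 5 samples tested, 20 had a sample whose gap to the nearest other sample was over 0.71 of the range of the group, where chance gives about 1 in 20, or 18; the shares of the range follow each gene. Control replicate 1 was highest and apart in the listed Mbp probe set (0.750) and Mobp (0.945). Control replicate 2 was highest and apart in Cpeb2 (0.724), Rxrb (0.738) and Txnrd1 (0.811). Control replicate 4 was highest and apart in Apoa1 (0.713) and Neu1 (0.793). Control replicate 4 was lowest and apart in Cdkn1a (0.744 and 0.795 on 2 probe sets) and Phlda3 (0.726). Control replicate 5 was lowest and apart in Scd (0.734). Mye-macrophage replicate 1 was highest and apart in Oas1a (0.739). Mye-macrophage replicate 1 was lowest and apart in Il6st (0.816) and the brightest Mbp probe set (0.757). Mye-macrophage replicate 2 was highest and apart in an Abcg1 probe set that did not pass (0.761). Mye-macrophage replicate 3 was lowest and apart in the listed Abca1 probe set (0.863) and the first probe set given for Prps2 (0.734). Mye-macrophage replicate 4 was highest and apart in the dim Prps2 probe set that did not pass (0.790). Mye-macrophage replicate 4 was lowest and apart in the Pik3c2a probe set that the filter removed (0.731). Mye-macrophage replicate 5 was highest and apart in Tcirg1 (0.945).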

How the results depend on the processing

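The alternatives of the blocked fit other than the block itself, the block with an estimated correlation, the beta-actin covariate, the left-out samples of the RNA controls and the splits counted past the adjusted threshold were chosen after seeing the data. The number of probe sets past the adjusted threshold was 0 in limma (and by the methods' t-test and its form with unequal variances), 418 with the replicate block, 1 with quantile normalization repeated, with array weights and with a trended, robust prior, and 0 to 2 with 1 sample left out (2 without control replicate 1, 1 without control replicate 4). At an unadjusted p under 0.05 the 1032 became 3145 with the block, 361 with 1 probe set per gene, which tests fewer features, and 798 to 1685 with 1 sample left out (highest without control replicate 4). The 418 of the blocked fit became 128 without the filter, 236 with eBayes after it, 257 with 1 probe set per gene, 1041 with a trended, robust prior, 0 with a paired test on each probe set alone, 16 with the beta-actin gap as a covariate, which leaves fewer degrees of freedom, and 31 to 672 with 1 pair left out (lowest without pair 1, highest without pair 3). List members past the threshold over their list alone numbered 3 (Mobp, Bcas1 and Pik3c2a), 72 with the block, 7 with array weights, 28 with the most variable probe set per gene, 10 with the mean of its probe sets and 3 to 8 with 1 sample left out (highest without mye-macrophage replicate 2). Of 25 lists 10 shifted, 0 with an estimated correlation with or without the block, 0 with fry, 1 with fry for mixed directions, 2 without the members in Table S2 (PPAR targets and fatty acid oxidation, and ribosomal proteins) and 8 to 15 with 1 sample left out. With the block the pro-inflammatory mediators shifted as well, and the block changed no other list's call; with the block and the beta-actin gap as a covariate 13 lists shifted, mTOR signaling no longer, and antigen presentation and costimulation, M2 markers and T, B and NK cells in addition. The hexokinase controls gave -0.0939 for the 3 prime minus 5 prime difference where beta-actin gave 0.27. With 1 sample left out beta-actin gave 0.17 (without mye-macrophage replicate 5) to 0.37 (without control replicate 5). Gapdh gave 0.02, with -0.0300 to 0.0594 with 1 sample left out. Of the 178 probe sets named with values, limma without the block called none, 29 turned their direction in at least 1 alternative, among them Cxcl1 and Cxcl2, which passed with the block and turned without mye-macrophage replicate 2, and 71 passed with the block alone or, for Mbp and Mobp, also without control replicate 1. The cause of these changes was not tested beyond what is named. Signal over background limits what dim probe sets can show: some named ones lie near or under the median of 2.32, where real differences tend to read smaller.

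Of 100 splits of the samples into 5 and 5, drawn from 126 with the real one included, 35 gave as many probe sets at an unadjusted p under 0.05 as the real split (1032, highest other 4946) and 5 gave as many shifted lists (real 10, highest other 12), so chance cannot be excluded for these counts; for the count past the adjusted threshold the comparison decides nothing, since the real count of 0 is reached by 100 of 100 splits whatever the data (highest other 1249). The split with 4946 probe sets parts only 1 pair, which points to a structure of the samples by replicate number. Of the 16 splits that part all 5 pairs, 1 gave as many probe sets with the block (real 418, highest other 0), 2 as many at an unadjusted p under 0.05 without it (highest other 1286) and 2 as many shifted lists (highest other 10), and these splits are too few for a share under 0.05.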

Differences from the paper's values

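No alternative named in this part was chosen after seeing the data, and each was set before the data were examined. The paper reports 676 genes with altered expression, at cutoffs for which its text states no number, and limma without the block gave 1032 probe sets at an unadjusted p under 0.05, the threshold that the p-values of Table S2 stay within. The total lay within 1.5 times of the paper's value with the methods' t-test (778), its form with unequal variances (709), each array centred on its median (1011), eBayes after the filter (740), the upper part of the probe sets by mean signal in place of the variance filter (816), and without control replicate 1, 2 or 5 or mye-macrophage replicate 1, 4 or 5 (798 to 974). It did not with the block, repeated quantile normalization, array weights, a trended and robust prior, no filter, a filter by standard deviation, 1 probe set per gene, or without control replicate 3 or 4 or mye-macrophage replicate 2 or 3 (361 to 3145). The paper reports 396 downregulated genes, and 612 probe sets were lower here; the same alternatives came within 1.5 times of the paper's value as for the total, except centring each array (601), which did not. All 676 probe sets of Table S2 had p under 0.05 in the methods' t-test on the deposited values and 668 in limma, unadjusted.

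For Mobp the paper's Table S2 gives a fold change of 1.22, and the deposited values give 12.1, with 9.82 to 16.4 in the alternatives that change it, none of which lies within 1.5 times of the paper's value; a decimal point 1 place too far to the left in the table would account for the size of the gap, which was not tested. The Mobp signal of control replicates 2 to 5 (1.22 to 1.34) lay under the median of all values (2.32), so the fold of 12.1 may understate the rise. For 675 probe sets of Table S2 the fold lies within 1.5 times of the paper's, and apart from Mobp the largest ratio was 1.14.

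The paper states that its qPCR genes were regulated alike on the array. Of these genes Abca1, Abcg1, Scd2 and Rxra passed with the block here. Scd did not, with 0.07 on the probe set that the annotation gives it, and Table 1 lists the Scd2 probe set as Scd. Rxrb did not either (-0.16, and -0.03 without control replicate 2). The listed Rxrg probe set (0.18) was removed by the filter used here and so had no adjusted p. The paper names C1q as upregulated, and C1qa rose, C1qc (-0.27) and C1qb (0.01) did not pass. It states that Hipk2 is reduced, and the listed probe set (-0.36) was lower in 5 of 5 pairs and past an unadjusted p under 0.05 in the methods' t-test but not past the adjusted threshold, with -0.12 on the annotated probe set (-0.23 without control replicate 2 and -0.06 without control replicate 4). Fos and Hsp90ab1, which it lists as upregulated, had -0.35 (-0.23 without mye-macrophage replicate 1) and -0.50 on brighter probe sets that did not pass, and Hsp90ab1 had 0.03 on its brightest. In its discussion it states that mye-macrophages induce pathways of chemotaxis and phagocytosis, and the lists of chemotaxis and motility and of complement and phagocytosis had medians of -0.04 and 0.04 here. The latter median ran from -0.03 (without control replicate 2) to 0.12 (without mye-macrophage replicate 2) with 1 sample left out.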

Other observations

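The estimated correlation with the block and the comparison of the 5S rRNA control were chosen after seeing the data, and the other tests of this part were planned. Some messages of inflammatory cytokines and chemokines, those of Il6, Tnf and a few chemokines, were lower in mye-macrophages. Il6, a cytokine gene whose secretion the paper measured, fell by 0.89 on the log2 scale (standard error 0.09, adjusted p = 0.00409 from the blocked limma fit) in 5 of 5 pairs. The chemokine genes Cxcl2, Ccl4 and Cxcl1 fell by 0.53, 0.49 and 0.42 and Tnf fell by 0.47, with -0.05 on a Tnf probe set that did not pass. In limma without the block, leaving out mye-macrophage replicate 2, which breaks its pair, turned Cxcl1 to 0.09 and Cxcl2 to 0.02 and moved Ccl4 to -0.27 and Tnf to -0.17, and without control replicate 2 Cxcl1 and Cxcl2 had -0.92 and -0.97 and Tnf had -0.73; these chemokine genes and Tnf were lower in 5 of 5 pairs. Of 26 measured pro-inflammatory mediators 5 fell with the block, none rose and 21 did not pass; adjusted over the list alone 6 fell and 2 rose. The list had a median of -0.10 and did not shift without the block (camera of limma, adjusted p = 0.191), shifted down with it (adjusted p = 0.00358, and 0.357 with an estimated correlation), and shifted down without control replicate 2, mye-macrophage replicate 1 or mye-macrophage replicate 4 (medians of -0.17, -0.16 and -0.13, lowest adjusted p = 0.000531). Its median was 0.0065 without mye-macrophage replicate 2 (camera of limma, adjusted p = 0.925). It was -0.05 and -0.04 without control replicate 3 and control replicate 4. Interferon-stimulated genes did not shift (median of 0.03, camera of limma, adjusted p = 0.786, and 0.0331 without mye-macrophage replicate 4, where the list shifted up with a median of 0.13), and of 16 measured genes 1 fell with the block, the exonuclease gene Isg20 (-0.35, and -0.03 without mye-macrophage replicate 4 and -0.64 without control replicate 4); over the list alone Oas1a, an antiviral enzyme gene, rose (0.38, and 0.16 without mye-macrophage replicate 1). With 1 sample left out the interferon median ran from -0.10 (without mye-macrophage replicate 2) to 0.13 (without control replicate 2). Of 18 genes of antigen presentation and costimulation none passed, with a median of -0.04 (camera of limma, adjusted p = 0.192, and 0.00164 and 0.0217 without mye-macrophage replicate 1 and control replicate 4, where the list shifted down with medians of -0.32 and -0.21); over the list alone the costimulatory genes Cd80 (-0.41) and Cd86 (-0.50, and -0.54 on another probe set, which passed over all filtered probe sets) and Cd74 (-0.38, and 0.12 without mye-macrophage replicate 4 and -0.85 without control replicate 4) fell and Ciita, the activator of class II genes, rose (0.49, and -0.01 without mye-macrophage replicate 1 and 0.86 without control replicate 1). The median of this list was 0.06 and 0.04 without mye-macrophage replicate 4 and control replicate 1. It was 0.03 and 0.02 without control replicate 2 and mye-macrophage replicate 3.

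Of 23 measured immediate early genes, which respond to signaling within minutes to hours, 5 fell in mye-macrophages with the block, none rose and 18 did not pass. Egr1 fell by 0.69 (standard error 0.11, adjusted p = 0.0161 from the blocked limma fit), and the phosphatase genes Dusp5, Dusp6 and Dusp1 fell by 0.48, 0.48 and 0.42 and Ier5 by 0.40; further probe sets of Dusp6 had -0.61, which passed, and -0.34 (-0.19 without mye-macrophage replicate 2), and those of Ier5 -0.34, which passed, and -0.01. Dusp1 had -0.25 without mye-macrophage replicate 1 and Ier5 -0.23 without mye-macrophage replicate 4. Adjusted over the list alone 11 fell and 1 rose, the transcription factor gene Myc. The list had a median of -0.21 and shifted down (camera of limma, adjusted p = 0.000147), which was lost with an estimated correlation (adjusted p = 0.129) and without the 8 members that Table S2 lists, which were chosen on these samples (adjusted p = 0.151, median of -0.15). Ribosomal protein genes lay higher as a group (median of 0.11, and 0.06 and 0.07 without mye-macrophage replicate 1 and mye-macrophage replicate 4; camera of limma, adjusted p = 0.00125, and 0.463 with an estimated correlation), with Rps16 at 0.24 and Rpl3 at 0.24, and none of the 19 measured passed on its own; without the 1 member in Table S2 the adjusted p was 0.0108.

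Markers of other cells did not shift: T, B and NK cells (median of -0.03, camera of limma, adjusted p = 0.627), granulocytes and mast cells (median of 0.12, adjusted p = 0.336) and mesothelial cells and fibroblasts (median of 0.00, adjusted p = 0.617), and none of their genes passed in limma, with or without the block. Without mye-macrophage replicate 1 the first of these lists shifted down (median of -0.22, adjusted p = 0.00563 from camera of limma), and without control replicate 4 the second shifted up (median of 0.39, adjusted p = 0.00809). The median of the first was 0.11 without control replicate 1. That of the second was -0.09 and -0.04 without mye-macrophage replicate 4 and control replicate 2. The 5S rRNA control probe set was at 3.06 ± 0.44 in mye-macrophages and 3.64 ± 0.55 in control macrophages (log2 signal, mean ± SD, n = 5 each, two-sided exact permutation test, p = 0.103), and lower in 5 of 5 pairs.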
